# Liver transcriptome analysis reveals extensive transcriptional plasticity during acclimation to low salinity in *Cynoglossus semilaevis*

**DOI:** 10.1186/s12864-018-4825-4

**Published:** 2018-06-18

**Authors:** Yufeng Si, Haishen Wen, Yun Li, Feng He, Jifang Li, Siping Li, Huiwen He

**Keywords:** Transcriptome, Osmoregulation, Salinity adaptation, Liver, *Cynoglossus semilaevis*, RNA-seq

## Abstract

**Background:**

Salinity is an important abiotic stress that influences the physiological and metabolic activity, reproduction, growth and development of marine fish. It has been suggested that half-smooth tongue sole (*Cynoglossus semilaevis*), a euryhaline fish species, uses a large amount of energy to maintain osmotic pressure balance when exposed to fluctuations in salinity. To delineate the molecular response of *C. semilaevis* to different levels of salinity, we performed RNA-seq analysis of the liver to identify the genes and molecular and biological processes involved in responding to salinity changes.

**Results:**

The present study yielded 330.4 million clean reads, of which 83.9% were successfully mapped to the reference genome of *C. semilaevis*. One hundred twenty-eight differentially expressed genes (DEGs), including 43 up-regulated genes and 85 down-regulated genes, were identified. These DEGs were highly represented in metabolic pathways, steroid biosynthesis, terpenoid backbone biosynthesis, butanoate metabolism, glycerolipid metabolism and the 2-oxocarboxylic acid metabolism pathway. In addition, genes involved in metabolism, osmoregulation and ion transport, signal transduction, immune response and stress response, and cytoskeleton remodeling were affected during acclimation to low salinity. Genes *acat2*, *fdps*, *hmgcr*, *hmgcs1*, *mvk*, *pmvk*, *ebp*, *lss*, *dhcr7*, and *dhcr24* were up-regulated and *abat*, *ddc*, *acy1* were down-regulated in metabolic pathways. Genes *aqp10* and *slc6a6* were down-regulated in osmoregulation and ion transport. Genes *abat*, *fdps*, *hmgcs1*, *mvk*, *pmvk and dhcr7* were first reported to be associated with salinity adaptation in teleosts.

**Conclusions:**

Our results revealed that metabolic pathways, especially lipid metabolism were important for salinity adaptation. The candidate genes identified from this study provide a basis for further studies to investigate the molecular mechanism of salinity adaptation and transcriptional plasticity in marine fish.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4825-4) contains supplementary material, which is available to authorized users.

## Background

Salinity is an important environmental factor for marine fish aquaculture [1]. Fluctuations in salinity have a significant impact on fish reproduction, growth, development, and physiological and metabolic activities [2]. However, the molecular mechanism underlying salinity adaptation is not clear. Euryhaline fish species can adapt to a wide range of salinities and cope with both chronic and rapid osmotic stress [3], thus provide an excellent model to study osmoregulation during acclimation to various aquatic environments. The half-smooth tongue sole (*Cynoglossus semilaevis*) is a euryhaline fish species that can survive in a wide range of salinities range from 14 to 37 ppt (parts per thousand) [4]. The fish is mainly distributed in the East Asia and has emerged as an important commercial fish in aquaculture in China. The optimal salinity is 30 ppt in aquaculture [4, 5].

Osmoregulation is one of the most energetically costly metabolic activities in teleosts [6]. A large amount of energy is consumed by fish to maintain their osmotic homeostasis during acclimation to either freshwater or hyper-saline water [2, 7]. The liver, as the essential metabolic organ in fish, has been recognized as the major source of carbohydrate metabolites for osmoregulatory organs [2, 8]. In addition, the liver participates in certain important physiological processes such as antioxidant activity, glycogen synthesis and bile secretion in teleost fish. Long-term salinity stress inevitably leads to metabolic changes in the liver. However, compared with the widely studied osmoregulatory organs such as the gills, kidney and intestine, the liver response to osmotic stress is hardly known in teleosts [2, 9].

Previous studies on salinity stress response were mainly focused on the physiological and biochemical aspects [10], and molecular studies have been limited to the cloning and expression level detection of few osmoregulation genes [10–13]. Identification of the candidate genes involved in salinity adaptation is the first step in elucidating the molecular basis underlying osmoregulation [2]. Previous studies have identified several genes involved in the acute osmotic-stress response including Na^+^/K^+^-ATPase (*NKA*) [12, 13], vacuolar-type H^+^-ATPase (*VHA*) [12], cytochrome c oxidase (*COX*) [10] and heat shock proteins (*HSPs*) [10, 11, 14]. In addition, many genes associated with metabolic processes have also been associated with responses to long-term salinity acclimation [2, 7]. With the advancement of next-generation sequencing (NGS) technology, RNA-seq has become a powerful approach to identify genes and pathways involved in the responses to stress [2, 10, 15, 16]. In the last five years, RNA-seq has been used to study salinity regulation in model and non-model fish species, including spotted sea bass (*Lateolabrax maculatus*) [2], striped catfish (*Pangasianodon hypophthalmus*) [10, 17], Nile tilapia (*Oreochromis niloticus*) [15], and medaka (*Oryzias melastigm*; *Oryzias latipes*) [9].

Whole-genome sequencing of the half-smooth tongue sole has been recently completed, thus providing a valuable reference to unravel the molecular mechanisms underlying salinity adaptation using RNA-seq [18]. In the present study, we conducted an RNA-seq analysis to characterize the salinity-induced changes in gene expression in the liver of half-smooth tongue sole. By assessing the transcriptional variations caused by different salinities, it was possible to identify the genes and the molecular and biological processes involved in salinity adaptation. With these results, investigators can develop functional markers to monitor for contemporary responses to climate change [19] or screen broadly across a species range to predict the potential for adaptation [20]. This information would help to make the fish aquaculture industry successful [2]. Investigating the long-term stress adaptation mechanism also provides insights into understanding plastic and evolutionary responses to various aquatic environments [21–23].

## Methods

### Ethics statement

All animal experiments were conducted in accordance with the guidelines and approval of Institutional Animal Care and Use Committee of Ocean University of China. The field studies did not involve endangered or protected species.

### Salinity challenge experiment and fish sampling

Half-smooth tongue sole were obtained from a local fish farm named shuangying aquatic breeding LLC in Lijin, China. The fish were reared in commercial fish ponds (5 m*5 m*1 m) for 10 months, under controlled conditions (20 ± 0.5 °C; 14:10 h light/dark cycle; O^2^ ≥ 4 ng/ml; 30 ppt) and fed a compound feed. Individuals were randomly divided into six experimental tanks (*N* = 40 in each tank) and acclimatized at an optimal salinity of 30 ppt for a period of 7 days before the start of the salinity trial. For the trials, we only selected female half-smooth tongue of similar lengths, since different patterns of expression have been detected for certain genes between male and female *C. semilaevis* [24–27]. Six experimental tanks were equally divided into two groups including the low salinity group (LS_L group) and high-salinity group (HS_L group, normal living salinity, acted as a control salinity group). Each group had three replicates. The HS_L group was maintained at 30 ppt during the experiment, whereas the salinity in the LS_L group was decreased by 5 ppt per day over a period of three days towards a target of 15 ppt. The experiment lasted for 60 days. During sampling, the experimental fish were anesthetized using 0.1% tricaine methanesulfonate (MS-222), and livers from three female individuals in each tank were dissected, immediately frozen in liquid nitrogen, and stored at − 80 °C until RNA extraction. Each biological replicate represented three pooled female fish livers to make representative samples for deep sequencing analysis. All animal handling was carried out in accordance with the ethical guidelines and protocols of Ocean University of China’s Animal Care Committee.

### RNA sequencing

Total RNA was extracted from livers using RNAiso reagent (TakaRa, Japan) according to the manufacturer’s instruction. Three fish livers from each tank were pooled for RNA extraction. RNA quality was determined using an Agilent Bioanalyzer system (Agilent Technologies, US), and only samples with an RNA Integrity Number (RIN) greater than 7.0 were used for RNA library construction. Six cDNA libraries were prepared from the RNA samples of two groups according to the manufacturer’s recommendation (New England Biolabs, US). The libraries were then sequenced by the Novogene company (China) using the Illumina HiSeq 2500 platform (125 bp, paired-end reads). Raw data (raw reads) in fastq format were first processed through in-house Perl scripts. In this step, the Q20, Q30 and GC content of the clean data were calculated, and the sequencing quality was assessed. At the same time, clean data (clean reads) were obtained by removing the reads containing adaptors, reads with more than 10% poly-N and reads of low quality (the number of bases with sQ < = 5 accounts for more than 50% of the total read length) from the raw data. All downstream analyses were based on high quality clean data.

### Reference genome sequence and read mapping

The clean RNA-seq data were aligned to the reference genome (Accession number: PRJNA251742) using TopHat (version 2.0.9) with mismatch 2 and other parameters set as default. Sequence reads that were mapped to multiple genes or positions were removed. HTSeq v0.6.1 with -m union was used to count the number of reads mapped to each gene. For normalization, the count for each gene was divided by the number of fragments per kilobase of transcript sequence per million base pairs sequenced in each sample (FPKM; fragments per kilobase per million reads) [28].

### Differential expression analysis, gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis

After performing a quality check of the raw count data, the differences in gene expression between the LS_L group and HS_L group were analyzed using DESeq2 [29]. Read count data were used as input for the program. Differential expression was tested at an adjusted *P*-value < 0.05 using the Benjamini-Hochberg procedure. Annotation of the DEGs was achieved through BLASTN similarity searches against the whole-genome sequence of half-smooth tongue sole. To characterize the DEGs with Gene Ontology (GO) terms, which have three main categories (biological process, cellular component and molecular function), GO enrichment analysis was conducted using the GOseq R package [30] with correction of gene length bias. Significantly enriched GO terms were ranked using corrected *P*-values less than 0.05. The results provided a broad overview of groups of genes cataloged in the three ontology vocabularies. KOBAS software was used to retrieve the statistical enrichment of differential expression genes in KEGG pathways (http://www.genome.jp/kegg/) [31]. FDR ≤ 0.05 indicated relevant pathways within which regulated genes were significantly enriched.

### Data validation by quantitative real-time PCR (qPCR)

To verify the accuracy of transcriptomic sequencing data, eleven DEGs were selected for quantitative real-time PCR analysis. Total RNA from the liver was extracted individually from the LS_L group and HS_L group. RNA samples were analyzed in biological triplicate and technical triplicate for qPCR. Quantitative PCR was performed using StepOnePlus™ (American) and the SYBR Premix Ex TaqTM (TliRNaseH Plus) Kit (TaKaRa, Japan, Code No. RR420A) according to the manufacturer’s protocol. Gene-specific primers of eleven target genes and one housekeeping gene (*18 s*) [32] were designed using Oligo 6.0 software and synthesized by BGI (The Beijing Genomics Institute). The primer sequences are listed in Additional file 1: Table S1. The 20-μl PCR mixture consisted of 10 μl SYBR®Premix Ex Taq (TliRNaseH Plus), 0.4 μl PCR Forward Primer, 0.4 μl PCR Reverse Primer, 0.4 μl ROX Reference Dye (50×), 2 μl DNA template, and RNase-free water to a total volume of 20 μl. The qPCRs were performed with the following conditions: denaturation at 95 °C for 30 s, 40 cycles of denaturation at 95 °C for 5 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s. Relative gene expression was calculated using the 2^-ΔΔCt^ method [33]. Excel software was used to calculate the correlation coefficient between quantitative expression by qPCR and by transcriptome analysis.

### Availability of supporting data

The sequencing data from this study have been submitted to the NCBI Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra) under the accession number SRP071827. The raw and processed data have been submitted to the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/gds) under the accession number GSE111312.

## Results

### Illumina sequencing and reads mapping

A total of 342.36 million raw reads were obtained, including 172.19 million reads in the LS_L group and 170.17 million in the HS_L group. 

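Liver RNA was sequenced from all-female half-smooth tongue sole kept for 60 days at 15 ppt (LS_L group) or 30 ppt (HS_L group). Each group had 3 libraries, and each library was a pool of 3 livers from 1 tank, so a replicate is a tank and not a single fish. The authors aligned the paired-end reads to the tongue sole genome with TopHat, removed reads that mapped to several places, counted the rest per gene with HTSeq in union mode, and deposited RPKM values for 34751 transcript features. In union mode a read that falls on several overlapping features is counted for none of them. For 99.7% of the values in each library, RPKM multiplied by the deposited feature length gave a whole multiple of 1 step, from which the whole reads behind each value were recovered. The recovered reads came to 17313985, 18439598 and 19428741 in LS_L_1, LS_L_2 and LS_L_3 (median 18439598). They came to 16176689, 19149673 and 18171342 in HS_L_1, HS_L_2 and HS_L_3 (median 18171342). The uniquely mapped reads of the paper's Table 1 are another quantity, and the values used here rest on the recovered reads. The median of ratios to the geometric mean gave size factors from 0.868 in LS_L_3 to 1.20 in LS_L_1, and recovered reads divided by them are called normalized reads. With these factors, the group means of the authors' deposited table came out within 0.1% for 99.99% of the features in each group. The 20 features with most reads took between 41.9% and 46.8% of each library's reads. LS_L and HS_L were compared with limma on log2(RPKM + 1), scaled by the size factors, over the 9270 features with a mean RPKM of at least 1. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Adding 1 to the RPKM makes the fold changes of weakly expressed genes smaller than they are. The size factors, the pseudocount, the filter on RPKM and the pooling of 3 fish per tank could each change the numbers. Fold changes are given as LS_L over HS_L.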

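Pearson's r of log10(RPKM + 1) over all features was computed for the 6 pairs of libraries within groups and the 9 pairs between groups. It lay between 0.961 and 0.985 within groups (mean 0.968) and between 0.940 and 0.982 between groups (mean 0.966), so pairs within a group were not more alike than pairs across groups by more than the spread of the pairs. All 6 within-group pairs were above the paper's 0.88. On untransformed RPKM, the form that moved the result most, the lowest within-group r was 0.756, in the HS_L group, and 4 of the within-group pairs were above 0.88. These correlations run across genes, which are not independent replicates.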

The correlation coefficients between replicated samples were greater than 0.88 (Additional file 2: Figure S1). After preprocessing and removal of low-quality sequences, a total of 330.39 million clean reads were obtained, including 166.07 million reads in the LS_L group and 164.32 million in the HS_L group. Ten GB of clean bases were generated for each group. More than 94% of bases had a base accuracy of 99% and more than 89% of bases had a base accuracy of 99.9%. These clean reads were mapped against the annotated genome of the half-smooth tongue sole. A total of 282.10 million reads were successfully mapped. A total of 271.09 million reads were uniquely mapped (Table 1).

**Table 1:** Illumina sequencing and mapping statistics of the liver transcriptomes of half-smooth tongue sole

Sample name	LS_L_1	LS_L_2	LS_L_3	HS_L_1	HS_L_2	HS_L_3
Raw reads (× 10^6^)	55.95	56.01	60.23	54.49	58.77	56.91
Clean reads (× 10^6^)	54.82	54.40	56.85	51.93	57.30	55.09
Clean bases	3.43G	3.4G	3.55G	3.25G	3.58G	3.44G
Q20(%)	95.00	95.35	95.31	94.34	94.72	94.44
Q30(%)	90.67	91.29	91.22	89.48	90.00	89.55
Total mapped (×10^6^)	45.99	46.75	48.92	43.74	49.41	47.29
Mapping rate (%)	83.90%	85.94%	86.04%	84.24%	86.22%	85.84%
Uniquely mapped (×10^6^)	44.39	45.06	47.01	41.99	47.01	45.63
Uniquely mapped rate (%)	80.98%	82.84%	82.70%	80.86%	82.04%	82.82%

### Differential expression analysis between livers from the LS_L and HS_L groups

To identify the differentially expressed genes, transcriptome data of half-smooth tongue sole livers from the LS_L group and HS_L group were analyzed. 

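Of the features tested, 4 passed both thresholds: c1h14orf1, ebp, fdps and pmvk. At an unadjusted p under 0.05 there were 609. The number of DEGs depended on single libraries. It was 17 without LS_L_1 and 2 without HS_L_2, the latter holding 1 of the 4. It was 0 without LS_L_2, LS_L_3, HS_L_1 or HS_L_3, where 378, 340, 702 and 586 features had an unadjusted p under 0.05. With the tank number as a block, the number of DEGs was 0, with 785 features at an unadjusted p under 0.05 and a lowest adjusted p of 0.0527 from limma with Benjamini-Hochberg adjustment. The tank number is the replicate number of the label. Every library had its own tank, and the paper names nothing that same-numbered tanks shared. After subtracting group means, same-numbered libraries correlated at 0.166 to 0.231. Some crossed pairs did so at 0.122 to 0.220, and the others at -0.455 to -0.273. So the loss of calls under this block does not show a tank effect.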

One hundred twenty-eight candidate genes were significantly differentially expressed between the LS_L group and HS_L group using the criteria of FDR-adjusted *P*-value< 0.05 and |Log_2_(fold change)| > 1. 

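The 4 DEGs found with limma were all up-regulated in the LS_L group, and 0 were down-regulated. Of the 128 features in the paper's Table S2, 102 reached the minimum RPKM and were tested here. All of these changed in the direction the paper lists, and 100 had an unadjusted p under 0.05. The log2 fold changes from limma and from Table S2 had a Pearson's r of 0.979 across these features, which are not independent replicates. Adjusted over the list alone, 95 passed both thresholds, but the study chose the list on these libraries, so that count is not independent evidence. The 3 LS_L and the 3 HS_L libraries did not overlap in 123 of the listed features (96.1%). Among all features tested the share was 12.7%, and chance gives 10%. As the listed features were chosen on these libraries, their share is not independent evidence either. Among the 85 features that the paper lists as down-regulated, the highest value was in HS_L_2 for 44, in HS_L_3 for 26 and in HS_L_1 for 15.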

Compared with the HS_L group, 43 DEGs were up-regulated and 85 DEGs were down-regulated in the LS_L group (Fig. 1). Detailed DEG information is shown in Additional file 3: Table S2. To illustrate the differential expression of genes detected in the liver among different salinities, a heat map of FPKM-normalized transcript counts for the DEGs in each pairwise comparison was generated (Additional file 4: Figure S2).

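The gene with the lowest adjusted p was c1h14orf1, which the reference names by its open reading frame. c1h14orf1 (XM_008338530.1) lies on chromosome 1 of Cse_v1.0 from 5623178 to 5625242. It had 1305, 1679 and 1775 normalized reads in the LS_L libraries and 94.2, 109 and 93.4 in the HS_L libraries. Its log2 fold change was 3.82 (standard error 0.21, adjusted p = 0.00402 from limma with Benjamini-Hochberg adjustment). Leaving out each library in turn moved it from 3.75 to 3.96, less than the distance between the groups, but the adjusted p rose above 0.05 when LS_L_2, LS_L_3, HS_L_1 or HS_L_3 was left out, and with the tank number as a block. Within groups, the median SD of the log2 values was 0.321 over all features tested and 0.533 over those in Table S2.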

**Fig. 1:**
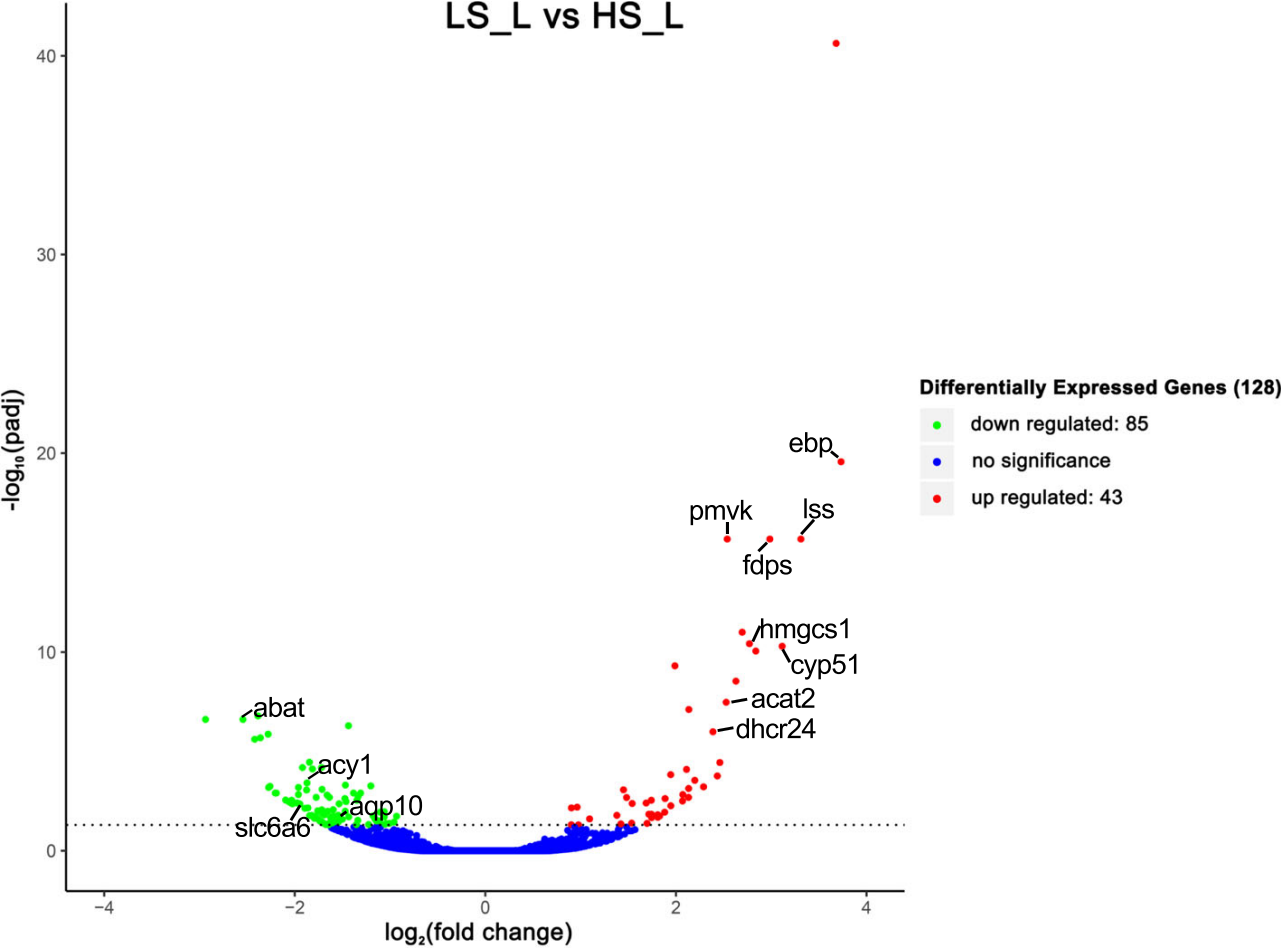
Volcano plot showing the gene expression differences between the LS_L group and HS_L group. Red dots and green dots indicate the significantly up-regulated and down-regulated genes, respectively. Blue dots show genes with no significant differences in expression between the LS_L and HS_L group. The horizontal axis represents the log-ratio (gene expression fold change in different samples) and the vertical axis represents the probability for each gene of being differentially expressed. The total DEG number identified by FDR-adjusted *P*-value < 0.05 is shown

### Gene ontology analysis

All annotated genes were divided into three categories: molecular function, cellular component and biological process. Of the 34,751 unigenes, 27,828 were assigned to 881 GO categories (Additional file 5: Table S3). 

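The deposited features are RefSeq transcripts and further transcripts listed under identifiers of their own. Of all 34751 features, 17406 overlapped no other feature on their strand, and 1386 of these (7.96%) had no read in any library. Among the 7237 features that overlapped 1 other, 4177 (57.7%) had none. The share without reads was 87.1% where a feature overlapped 5 or more others. Of the features in Table S2, 118 overlapped no other feature.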

GO enrichment analysis of the DEGs showed the top processes according to the number of genes and the enrichment level (*P*-value < 0.05). 

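The paper's Table S3 lists 3 differentially expressed features under the sterol metabolic process, from the genes ebp, ebpl and pmvk, and 5 under the organic hydroxy compound metabolic process, which adds miox and LOC103393547. The enrichments themselves were not recomputed, since the terms of all genes are not used here. Every LS_L library had more normalized reads than every HS_L library for ebp, ebpl, pmvk and miox. The gene LOC103393547 fell under the minimum RPKM. It had 5.81, 9.00 and 6.92 normalized reads in the LS_L libraries and 34.8, 97.1 and 26.5 in the HS_L libraries. Of the 4 members tested, 2 passed both thresholds over all features, ebp and pmvk, and neither did so with the tank number as a block.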

According to biological process, *sterol metabolic process* (GO: 0016125) and *organic hydroxy compound metabolic process* (GO: 1901615) were highly ranked in GO enrichment. According to molecular function, *iron ion binding* (GO: 0005506) was markedly enriched. 

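Table S3 lists 8 features under iron ion binding. By mean normalized reads 4 were higher in the LS_L group (miox, msmo1, cyp51 and sc5d) and 4 were lower. None of the 7 members tested with limma passed both thresholds (0 of 7, all with an unadjusted p under 0.05), with adjusted p between 0.0885 and 0.497 after Benjamini-Hochberg adjustment. Of the higher members, miox encodes the enzyme that opens the ring of myo-inositol, and its log2 fold change was 2.39 (standard error 0.33). The lower members were LOC103399611, LOC103376728, LOC103381302 and LOC103379545, with log2 fold changes of -1.98, -1.15, -0.89 and -1.69. The groups did not overlap in any of the 8 features.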

There was no significant enrichment of GO terms in the cellular component category (Fig. 2). More GO terms were identified based on the up-regulated genes. These terms included *sterol metabolic process* (GO: 0016125), *alcohol metabolic process* (GO: 0006066), *organic hydroxy compound metabolic process* (GO: 1901615), *steroid metabolic process* (GO: 0008202) and *fatty acid biosynthetic process* (GO: 0006633), which were all significantly enriched in the biological process category. 

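The 4 features under the alcohol metabolic process were ebp, ebpl, pmvk and miox, and all were higher in every LS_L library than in any HS_L library. The fatty acid biosynthetic process held 3: hmgcs1, msmo1 and sc5d. The gene msmo1 (XM_008317461.1) lies on chromosome 9 of Cse_v1.0 from 14947781 to 14951297. It had 5849 ± 2649 (SD, n = 3) normalized reads in the LS_L group and 869 ± 496 (SD, n = 3) in the HS_L group, a log2 fold change of 2.72 (standard error 0.52, adjusted p = 0.313 from limma with Benjamini-Hochberg adjustment). The counted transcript of sc5d overlaps 1 other feature on its strand and fell under the minimum RPKM. It had 6.64, 16.0 and 32.3 normalized reads in the LS_L libraries against 0, 1.07 and 0 in the HS_L libraries. All HS_L libraries were at or under the floor of 3 reads, so the counted transcript was at least 6.02-fold higher by the mean of the LS_L group. The overlapping feature is a transcript of the same gene. Reads shared by both were counted for neither, so the size of the difference for the gene is uncertain.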

In the molecular function category, two more significant enriched GO terms were found, namely *cholesterol delta-isomerase activity* (GO: 0047750) and *intramolecular oxidoreductase activity* (GO: 0016863) (Additional file 6: Figure S3).

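Both terms rest on a pair of genes, ebp and ebpl, the latter a relative of the former. The gene ebpl (XM_008325412.1) lies on chromosome 14 of Cse_v1.0 from 16298771 to 16302263 and overlaps no other feature. It had 1092 ± 167 (SD, n = 3) normalized reads in the LS_L group and 239.9 ± 46.7 (SD, n = 3) in the HS_L group. Its log2 fold change was 2.12 (standard error 0.23, adjusted p = 0.0605 from limma with Benjamini-Hochberg adjustment), between 1.97 and 2.22 when each library was left out in turn, and it passed the threshold only with the filter of at least 10 reads in every library. The paper's Table S3 names the first term cholestenol delta-isomerase activity.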

**Fig. 2:**
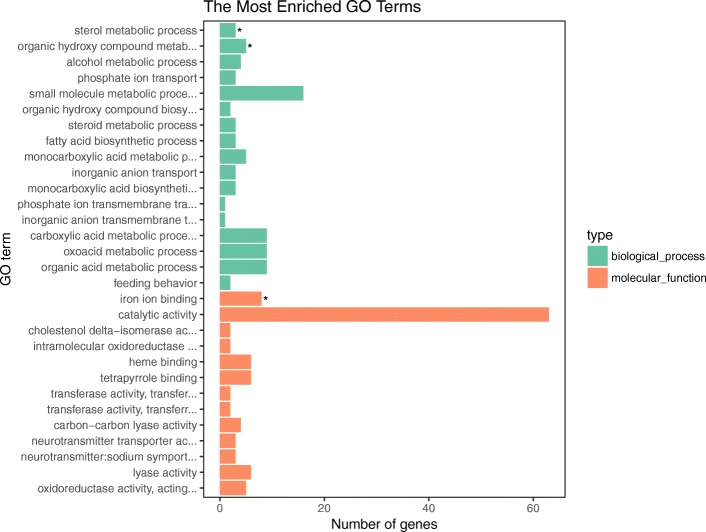
Gene Ontology (GO) terms based on all DEGs of the half-smooth tongue sole during acclimation to low salinity (* indicates significantly enriched GO terms)

### KEGG analysis

KEGG pathway analysis identifies molecular interaction networks within cells and helps to elucidate the potential biological functions of analyzed genes. As shown in Figs. 3, 6 pathways were found to be highly enriched by KEGG analysis. In which, metabolic pathways were the most frequently represented pathways in response to long-term hypotonic stress. The DEGs enriched in these pathways are shown in Table 2. The metabolic pathways contained 32 DEGs, whereby 15 of these genes were up-regulated in low salinity conditions, and 17 were down-regulated during acclimation to low salinity. 

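By mean normalized reads, 17 of the 32 genes that Table 3 lists under metabolism were higher in the LS_L group and 15 were lower. In 31 of them the groups did not overlap. Of the 29 tested with limma, 28 had an unadjusted p under 0.05 and 3 passed both thresholds over all features, ebp, fdps and pmvk. Among the down-regulated genes tested, LOC103392251 had the largest change, with a log2 fold change of -2.55 (standard error 0.72, adjusted p = 0.583 from limma with Benjamini-Hochberg adjustment). It had 1032, 5287 and 6702 normalized reads in the LS_L libraries and 12995, 20984 and 27809 in the HS_L libraries. The gene LOC103389284, a pancreatic enzyme gene by its list, was the one whose groups overlapped. It had 31.5, 167 and 189 normalized reads in the LS_L libraries and 747, 3112 and 135 in the HS_L libraries.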

Some pathways shared the same DEGs. Genes highlighted in the steroid biosynthesis pathway, terpenoid backbone biosynthesis pathway, glycerolipid metabolism pathway, and 2-oxocarboxylic acid metabolism pathway also functioned in the metabolic pathways. In the butanoate metabolism pathway, all of the highlighted genes except for the *aacs* gene were also involved in metabolic pathways.

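The gene aacs encodes acetoacetyl-CoA synthetase, which turns acetoacetate into a precursor of lipids. aacs (XM_008336371.1) lies on chromosome Z of Cse_v1.0 from 13022754 to 13054260. It had 1713 ± 809 (SD, n = 3) normalized reads in the LS_L group and 148 ± 43.2 (SD, n = 3) in the HS_L group, a log2 fold change of 2.85 (standard error 0.40, adjusted p = 0.118 from limma with Benjamini-Hochberg adjustment). It passed the threshold without LS_L_1 (log2 fold change 3.30) and with scaling by library size alone (2.85), and under no other setting tried.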

**Fig. 3:**
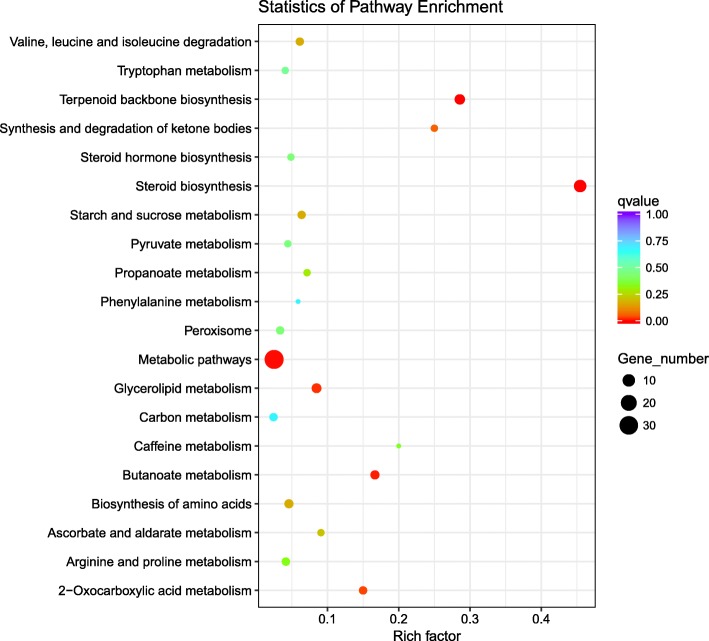
Scatter plot showing KEGG pathway enrichment among the DEGs. The vertical axis represents the pathway categories, and the horizontal axis shows the enrichment factor. The point size shows the number of DEGs among the pathway. The bigger the point size, the more genes in the pathway. The point color shows different Q values as indicated on the right. Metabolic pathways contained the most DEGs

**Table 2:** The most enriched KEGG pathways from *C. semilaevis* in response to long-term hypotonic stress

Pathways	Corrected *P*-Value	DEGs
Steroid biosynthesis	1.86E-10	*sc5d*, *cyp51*, *ebp*, *LOC103395808*, *LOC103389307*↓, *LOC103389284*↓, *lss*, *msmo1*, *dhcr7*, *dhcr24*
Terpenoid backbone biosynthesis	2.43E-05	*acat2*, *pmvk*, *hmgcs1*, *fdps*, *mvk*, *hmgcr*
Metabolic pathways	0.001746903	*LOC103388276*↓, *LOC103392251*↓, *LOC103397733*, *sc5d*, *acat2*, *cyp51*, *abat*↓, *LOC103399583*↓, *LOC103381542*↓, *ebp*, *LOC103387723*↓, *LOC103395808*, *gamt*↓, *ddc*↓, *acy1*↓, *LOC103378976*↓, *pmvk*, *fdps*, *LOC103396493*↓, *hmgcs1*, *LOC103390352*↓, *mvk*, *LOC103389307*↓, *idh1*, *LOC103389284*↓, *hmgcr*, *lss*, *LOC103396997*, *msmo1*, *dhcr7*, *dhcr24*, *LOC103377813*↓
Butanoate metabolism	0.005924384	*aacs*, *acat2*, *abat*↓, *hmgcs1*
Glycerolipid metabolism	0.014735483	*LOC103387723*↓, *LOC103397733*, *LOC103389307*↓, *LOC103389284*↓, *LOC103396997*
2-Oxocarboxylic acid metabolism	0.030077568	*LOC103399583*↓, *acy1*↓, *idh1*

↓ indicates that the gene was down-regulated.

### The classification of gene function analysis

Based on the combination of enrichment analysis, annotation and manual literature searches, gene function annotation resources showed various candidate DEGs potentially associated with salinity adaptation and osmoregulation. These DEGs are involved in metabolism, osmoregulation and ion transport, signal transduction, immune response and stress response, and cytoskeleton remodeling (Table 3). 

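Of the 8 genes under osmoregulation and ion transport, 2 had a higher mean of normalized reads in the LS_L group and 6 a lower one. Signal transduction held 19 genes, 4 higher and 15 lower. The immune and stress response held 8, 3 higher and 5 lower, and cytoskeleton remodeling 5, 1 higher and 4 lower. The groups overlapped in none of these genes, and chance gives no overlap in 10% of genes. The study chose these genes on the same libraries, so the lack of overlap is not independent evidence. Of the 6 osmoregulation genes tested with limma, the adjusted p lay between 0.253 and 0.710 after Benjamini-Hochberg adjustment, so none passed the threshold, while 6 had an unadjusted p under 0.05. The same held for the 11 signal transduction genes (11 with an unadjusted p under 0.05) and the 3 cytoskeleton genes tested (3). Of the 6 immune and stress response genes tested, 1 passed, ebp, which the table also lists under metabolism.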

To illustrate the differential expression of genes detected in the liver among different salinities, a heat map of FPKM-normalized transcript counts for the DEGs in two groups was generated (Fig. 4).

**Table 3:** List of functional groups and related liver DEGs from *C. semilaevis* in response to long-term hypotonic stress

Function group	Gene name	Gene ID	Gene function	Log_2_(fold change)
Metabolism				
*ebp*		XM_008318098.1	emopamil binding protein (sterol isomerase)	+ 3.73
*lss*		XM_008328991.1	lanosterol synthase (2%2C3-oxidosqualene-lanosterol cyclase)	+ 3.31
*cyp51*		XM_008331912.1	lanosterol 14-alpha demethylase	+ 3.12
*fdps*		XM_008323163.1	farnesyl diphosphate synthase	+ 2.99
*hmgcs1*		XM_008324442.1	hydroxymethylglutaryl-CoA synthase%2C cytoplasmic-like	+ 2.77
*pmvk*		XM_008322893.1	phosphomevalonate kinase	+ 2.54
*acat2*		XM_008313119.1	acetyl-CoA acetyltransferase 2	+ 2.53
*dhcr24*		XM_008307100.1	24-dehydrocholesterol reductase	+ 2.39
*msmo1*		XM_008317461.1	methylsterol monooxygenase 1	+ 2.11
*dhcr7*		XM_008309911.1	7-dehydrocholesterol reductase	+ 1.89
*sc5d*		XM_008333068.1	sterol-C5-desaturase%2C transcript variant X1	+ 1.83
*LOC103396997*		XM_008335243.1	endothelial lipase-like	+ 1.74
*hmgcr*		XM_008335608.1	3-hydroxy-3-methylglutaryl-CoA reductase	+ 1.74
*mvk*		XM_008335531.1	mevalonate kinase	+ 1.54
*LOC103397733*		XM_008336101.1	endothelial lipase-like	+ 1.54
*idh1*		XM_008327862.1	isocitrate dehydrogenase 1 (NADP+)%2C soluble	+ 1.48
*LOC103395808*		XM_008333603.1	3-keto-steroid reductase-like	+ 1.45
*abat*		XM_008330509.1	4-aminobutyrate aminotransferase	−2.54
*acy1*		XM_008319784.1	aminoacylase 1	−1.87
*ddc*		XM_008323903.1	dopa decarboxylase (aromatic L-amino acid decarboxylase)	− 1.82
*LOC103377813*		XM_008308777.1	alkaline phosphatase-like	−1.79
*LOC103389307*		XM_008324669.1	bile salt-activated lipase-like	−1.73
*LOC103388276*		XM_008323191.1	pyruvate kinase PKM-like	−1.72
*LOC103389284*		XM_008324640.1	bile salt-activated lipase-like	−1.69
*LOC103378976*		XM_008310359.1	phospholipase D1-like	−1.66
*gamt*		XM_008333805.1	guanidinoacetate N-methyltransferase	−1.64
*LOC103387723*		XM_008322480.1	inactive pancreatic lipase-related protein 1-like	−1.62
*LOC103399583*		XM_008338252.1	aminoacylase-1-like	−1.61
*LOC103392251*		XM_008328834.1	uricase-like	−1.58
*LOC103396493*		XM_008334595.1	pancreatic alpha-amylase-like	−1.54
*LOC103390352*		XM_008326174.1	UDP-glucuronosyltransferase 2A1-like%2C transcript variant X3	−1.31
*LOC103381542*		XM_008313955.1	neutral alpha-glucosidase C-like	−1.20
Osmoregulation and ion transport				
*LOC103392748*		XM_008329462.1	chromodomain-helicase-DNA-binding protein 1-like	+ 1.95
*LOC103394918*		XM_008332394.1	sodium-dependent dopamine transporter-like	+ 1.38
*slc6a6*		XM_008319443.1	solute carrier family 6 (neurotransmitter transporter)%2C member 6%2C transcript variant X1	−1.95
*rem2*		XM_008334215.1	RAS (RAD and GEM)-like GTP binding 2	−1.65
*aqp10*		XM_008323103.1	aquaporin 10	−1.58
*LOC103391201*		XM_008327377.1	ependymin-like	−1.43
*ankh*		XM_008308224.1	ANKH inorganic pyrophosphate transport regulator	−1.33
*LOC103389703*		XM_008325232.1	sodium- and chloride-dependent GABA transporter 2-like	−1.06
Signal transduction				
*LOC103385696*		XM_008319660.1	taste receptor type 1 member 3	+ 2.43
*ghsr*		XM_008310310.1	growth hormone secretagogue receptor	+ 2.29
*hmgcr*		XM_008335608.1	3-hydroxy-3-methylglutaryl-CoA reductase	+ 1.74
*LOC103398491*		XM_008337141.1	cocaine- and amphetamine-regulated transcript protein-like	+ 1.72
*LOC103395241*		XM_008332898.1	olfactory receptor 24-like	−2.94
*abat*		XM_008330509.1	4-aminobutyrate aminotransferase	−2.54
*LOC103390650*		XM_008326578.1	ankyrin repeat and SOCS box protein 5-like	−2.03
*LOC103393547*		XM_008330546.1	TANK-binding kinase 1-binding protein 1-like	−1.86
*LOC103383485*		XM_008316623.1	ATP-binding cassette sub-family G member 2-like	−1.81
*LOC103378821*		XM_008310167.1	galanin receptor type 1-like	−1.78
*LOC103381198*		XM_008313433.1	scavenger receptor class A member 3-like	−1.75
*rem2*		XM_008334215.1	RAS (RAD and GEM)-like GTP binding 2	−1.65
*LOC103388851*		XM_008324050.1	C-X-C chemokine receptor type 3-like	−1.64
*dpf3*		XM_008312830.1	D4%2C zinc and double PHD fingers%2C family 3%2C transcript variant X3	−1.60
*LOC103392251*		XM_008328834.1	uricase-like	−1.58
*LOC103396858*		XM_008335106.1	zinc finger protein 79-like	−1.54
*npr1*		XM_008330816.1	natriuretic peptide receptor 1	−1.44
*LOC103391201*		XM_008327377.1	ependymin-like	−1.43
*LOC103398008*		XM_008336483.1	phosphatidylinositol 3-kinase regulatory subunit alpha-like%2C transcript variant X1	−1.35
Immune response and stress response				
*ebp*		XM_008318098.1	emopamil binding protein (sterol isomerase)	+ 3.73
*LOC103385685*		XM_008319650.1	coiled-coil domain-containing protein 114-like	+ 2.20
*LOC103398491*		XM_008337141.1	cocaine- and amphetamine-regulated transcript protein-like	+ 1.72
*endou*		XM_008320007.1	endonuclease%2C polyU-specific	−2.03
*LOC103393547*		XM_008330546.1	TANK-binding kinase 1-binding protein 1-like	−1.86
*LOC103381198*		XM_008313433.1	scavenger receptor class A member 3-like	−1.75
*LOC103388276*		XM_008323191.1	pyruvate kinase PKM-like	−1.72
*fam163b*		XM_008324326.1	family with sequence similarity 163%2C member B	−1.54
Cytoskeleton remodeling				
*srebf2*		XM_008330306.1	sterol regulatory element binding transcription factor 2	+ 1.42
*ablim3*		XM_008327647.1	actin binding LIM protein family%2C member 3	−1.88
*LOC103393547*		XM_008330546.1	TANK-binding kinase 1-binding protein 1-like	−1.86
*LOC103381198*		XM_008313433.1	scavenger receptor class A member 3-like	−1.75
*LOC103398008*		XM_008336483.1	phosphatidylinositol 3-kinase regulatory subunit alpha-like%2C transcript variant X1	−1.35

**Fig. 4:**
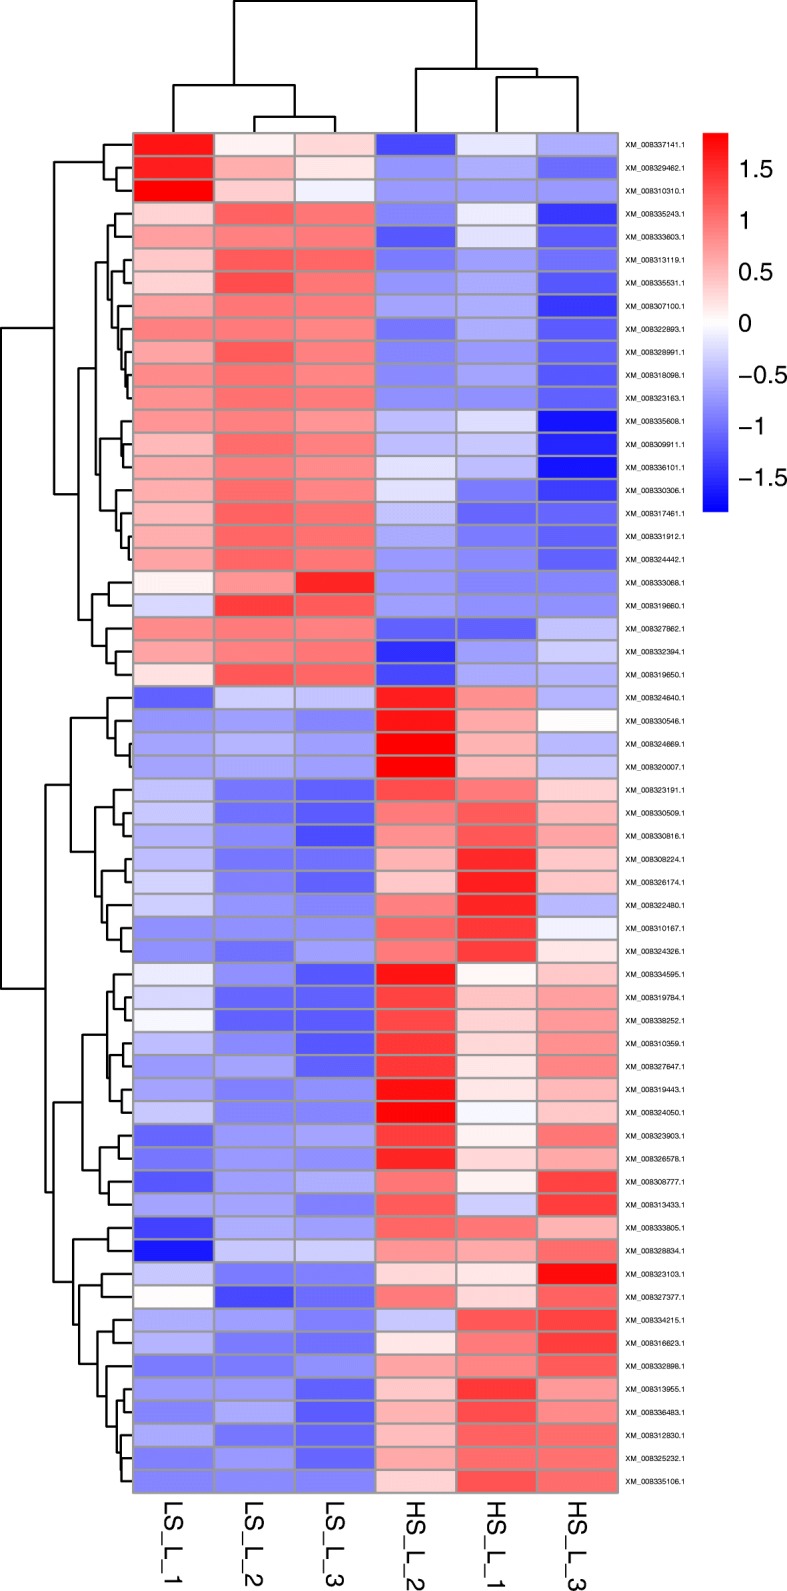
Heat map analysis of DEGs function clustering in the liver from the LS_L group and HS_L group

### Validation of RNA-seq results by qPCR

To verify the accuracy of the RNA-seq data, eleven genes were chosen for validation by qPCR. These genes included *hpx*, *LOC103377668*, *slc40a1*, *LOC103381466*, *pmvk*, *pdia6*, *g0 s2*, *ctsk*, *itpka*, *anxa3* and *sar1b*. 

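All 11 genes were tested in the RNA-seq data, and 9 had a log2 fold change above 0 and 2 below 0. By mean normalized reads 8 were higher and 3 lower in the LS_L group, because g0s2 had 485 ± 261 (SD, n = 3) in the LS_L group and 521 ± 757 (SD, n = 3) in the HS_L group. The gene hpx (XM_008328360.1) lies on chromosome 16 of Cse_v1.0 from 7287829 to 7291163, encodes hemopexin and had the largest change. It had 18950.2, 5844 and 6101 normalized reads in the LS_L libraries and 133332, 1109640 and 82641 in the HS_L libraries, a log2 fold change of -4.71 (standard error 1.01, adjusted p = 0.389 from limma with Benjamini-Hochberg adjustment). Its value lay between -5.44 and -3.58 with each library left out in turn. The other genes had log2 fold changes of -2.12 (LOC103377668), 0.75 (slc40a1), 0.89 (LOC103381466), 1.03 (pdia6), 1.10 (g0s2), 2.35 (ctsk), 0.97 (itpka), 1.00 (anxa3) and 0.71 (sar1b). The groups did not overlap in 7 of the genes, where chance gives 10%. At an unadjusted p under 0.05 there were 8, and 1, pmvk, passed both thresholds over all features. Adjusted over the list alone, 5 passed. The study calls the list DEGs of these libraries, so neither that count nor the 7 genes without overlap are independent evidence. The direction of g0s2 rested on HS_L_3, without which its log2 fold change was -0.03. The counted transcript of slc40a1 overlaps 1 other feature, so its reads are uncertain.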

As shown in Fig. 5, the correlation coefficient of the relative log_2_(fold changes) was 0.91 between RNA-seq and qPCR after salinity acclimation, suggesting the correctness of the bioinformatics analysis for the transcriptomic sequencing data.

**Fig. 5:**
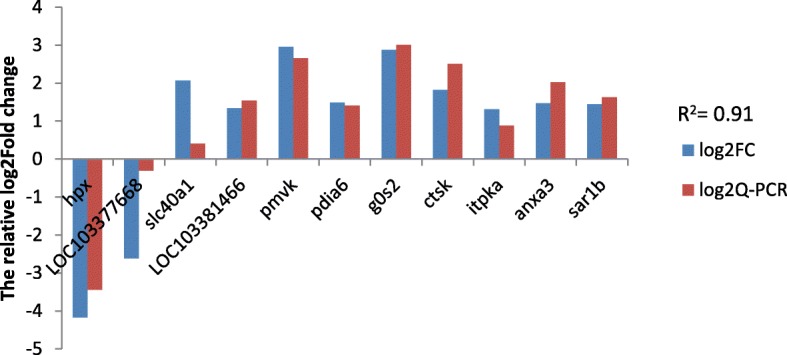
Validation by qPCR. Comparison of the relative log_2_(fold changes) between RNA-seq and qPCR after salinity acclimation compared to the control, as normalized to expression of the *18 s* gene

## Discussion

With the advancement of transcriptome sequencing, RNA-Seq has emerged as a powerful tool to study the molecular response in fish impacted by environmental changes [23]. In the present study, we conducted a transcriptome analysis to reveal the changes of gene expression profiles in the liver of half-smooth tongue sole when responding to salinity changes. A total of 128 DEGs were identified during acclimation to low salinity conditions. These DEGs are enriched in several biological processes, including lipid metabolism, steroid biosynthesis, osmoregulation and ion transport, and signal transduction. Data from our studies are consistent with previous findings that alteration of liver metabolism plays a critical role in salinity adaptation in *L. maculatus* [2]. This is probably due to the fact that additional energy is needed for ion transport during acclimation to different osmotic environments in euryhaline fishes, and liver is the main source of energy for osmoregulatory organs to help with the synthesis and function of enzymes and transporters [8].

### Metabolism was one of the most enriched pathways during acclimation to a low salinity environment

It has been reported that euryhaline fish can utilize lipids as an energy source when encountering osmotic stress [9, 21, 34]. 

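Of the genes ebp, cyp51, fdps, pmvk, hmgcs1, lss, acat2, dhcr7 and abat, 8 were higher and 1, abat, was lower in the LS_L group. The groups overlapped in none of the 9, each tested with limma, and all 9 had an unadjusted p under 0.05. Over all features, 3 passed both thresholds, ebp, fdps and pmvk. With scaling by library size alone, lss, cyp51 and hmgcs1 passed too. Without LS_L_1, these genes, acat2 and abat passed, and with at least 10 reads in every library lss did. With the tank number as a block, none of the 9 passed, and the adjusted p of ebp, fdps and pmvk was 0.128 in each, from limma with Benjamini-Hochberg adjustment.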

In our study, we found that 32 genes in the metabolic pathways were identified, in which genes *ebp*, *cyp51*, *fdps*, *pmvk*, *hmgcs1*, *lss*, *dhcr24*, *acat2*, *dhcr7*, and *abat* were involved in lipid metabolism under the low salinity environment. The *cyp51* gene encodes lanosterol 14-alpha demethylase, a key enzyme involved in lipid metabolism and steroid biosynthesis [35, 36]. Interestingly, the expression of *cyp51-like* gene was down-regulated in *Oreochromis mossambicus*, a euryhaline freshwater fish, but up-regulated in *O. niloticus*, a stenohaline freshwater fish when responding to increased salinity environment. This indicated the different role of *cyp51-like* in different species during acclimation to different salinity conditions [37]. It has been shown that reduced expression of *cyp51* gene might contribute to the decreased lipid levels in both XBP1- and IRE1α-deficient mice, whose lipid metabolism were significantly down-regulated [35]. In our study, we found that cyp51 was up-regulated during acclimation to low salinity conditions, indicating the increased lipid metabolism and lipid levels in *C. semilaevis*. 

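The gene cyp51 (XM_008331912.1) lies on chromosome 18 of Cse_v1.0 from 12184774 to 12188646. It had 1296, 3474 and 3876 normalized reads in the LS_L libraries and 114, 273 and 99.7 in the HS_L libraries, a log2 fold change of 3.75 (standard error 0.49, adjusted p = 0.0885 from limma with Benjamini-Hochberg adjustment). The value stayed between 3.48 and 4.23 when each library was left out in turn, and passed the threshold without LS_L_1 and with scaling by library size alone. The lowest LS_L library had more reads than the highest HS_L library, but no measure of lipid level is used here.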

The novel liver protein acetyl-CoA acetyltransferase-2 (ACAT2) is involved in beta-oxidation and lipid metabolism [38]. In *L. maculatus*, *acetyl-CoA acetyltransferase* (*acat*) was down-regulated during adaptation to high salinity conditions [2]. The down-regulation of expression of *acat1* suggested that the amount of energy produced from the TCA cycle might be low in FW milkfish under hypothermia [39]. In our study, the expression of *acat2* was up-regulated when salinity was decreased, suggesting that the amount of energy might be high.

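The gene acat2 (XM_008313119.1) lies on chromosome 7 of Cse_v1.0 from 6800644 to 6803595. It had 428, 1269.6 and 1422 normalized reads in the LS_L libraries and 122, 124 and 105 in the HS_L libraries, so the spread lay mostly in the LS_L group. Its log2 fold change was 2.68 (standard error 0.43, adjusted p = 0.193 from limma with Benjamini-Hochberg adjustment). Without LS_L_1 it was 3.20 and passed the threshold.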

Terpenoids are the most abundant lipids and precursors in the synthesis of complex secondary metabolites such as sterols and steroids [40]. Owing to the increasing amount of energy, the demand for terpenoids is highly urgent. The terpenoid backbone biosynthesis pathway was first found to be involved in salinity adaptation. The production of terpenoids requires six key enzymes and the expression of these genes (*acat2*, *hmgcs1*, *hmgcr*, *mvk*, *pmvk* and *fdps*) were shown to be up-regulated in our study. 

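The genes acat2, hmgcs1, mvk, pmvk and fdps were higher in every LS_L library than in any HS_L library, and 2 of them, pmvk and fdps, passed both thresholds over all features. The gene pmvk (XM_008322893.1) lies on chromosome 13 of Cse_v1.0 from 3126595 to 3127987. It had 3109 ± 602 (SD, n = 3) normalized reads in the LS_L group and 447 ± 84.9 (SD, n = 3) in the HS_L group, a log2 fold change of 2.76 (standard error 0.27, adjusted p = 0.0453 from limma with Benjamini-Hochberg adjustment). The gene fdps (XM_008323163.1) lies on chromosome 13 of Cse_v1.0 from 4932839 to 4936580. It had 2642 ± 807 (SD, n = 3) and 241 ± 66.9 (SD, n = 3) normalized reads in the same order, a log2 fold change of 3.24 (standard error 0.31). Neither passed the threshold with the tank number as a block or when any library other than LS_L_1 was left out. For hmgcs1 and mvk the log2 fold changes were 3.13 and 1.48 (standard errors 0.39 and 0.34), with adjusted p of 0.0717 and 0.431 from limma with Benjamini-Hochberg adjustment.

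**Figure D1:**
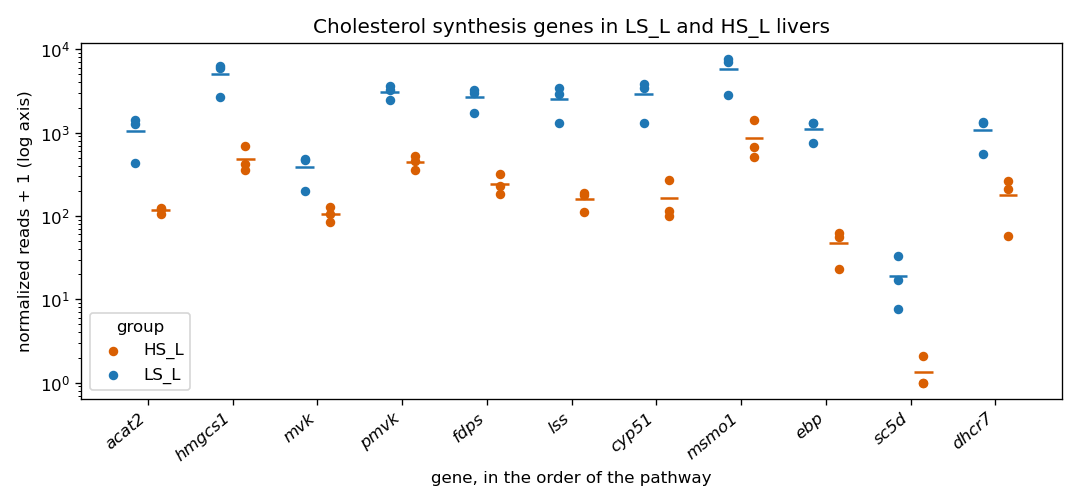
Normalized reads + 1 on a log axis for 11 cholesterol synthesis genes in the order of the pathway, as 1 point per library (3 LS_L and 3 HS_L) with a line at the mean of each group. The LS_L points lie above the HS_L points in every gene plotted, and the HS_L libraries of sc5d sit at or under the floor of 3 reads.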

ACAT2, HMGCS1, HMGCR, MVK, PMVK are all crucial enzymes involved in mevalonate pathway, which is an important process of terpenoid backbone biosynthesis and is considered to be the only pathway of producing the precursors isopentenyl-PP (IPP) and dimethylallyl-PP (DMAPP) [41]. Next, the transformation of DMAPP and IPP was catalyzed into farnesyl-PP (FPP), which finally produces terpenoids with the help of farnesyl diphosphate synthase (FDPS) [42, 43]. These highly activated enzymes involved in lipid metabolism and terpenoids biosynthesis indicated the increased amount of energy and lipids in the present study. It can be deduced that lipid metabolism and biosynthesis were more likely needed during hypotonic acclimation.

Steroid biosynthesis played a pivotal role in response to salinity stress in aquatic animals [15]. 

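In the steroid biosynthesis pathway, ebp, lss, dhcr7 and cyp51 were all higher in the LS_L group, with no overlap between the libraries of the groups in any of the 4. All had an unadjusted p under 0.05 with limma, and 1, ebp, passed both thresholds over all features. None of the 4 genes overlaps another annotated feature on its strand.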

Our study identified some biosynthesis-related genes such as *ebp*, *lss*, *dhcr7*, *dhcr24*, and *cyp51*, and these genes also played roles in metabolic pathways. Sterols are important compounds in many biological membranes; they not only act as cell membrane components, but also possess transport capability [44, 45]. Emopamil binding protein (ebp), also known as sterol isomerase, is an essential enzyme in the sterol biosynthesis pathway in eukaryotes [46]. In the present study, the *ebp* gene expression was up-regulated to active sterol biosynthesis in response to salinity stress, indicating an increase in sterol levels in the liver. 

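The gene ebp (XM_008318098.1) lies on chromosome 10 of Cse_v1.0 from 2345700 to 2347372. It had 749.7, 1301 and 1301 normalized reads in the LS_L libraries and 61.3, 55.5 and 22.3 in the HS_L libraries. Its log2 fold change was 4.23 (standard error 0.36, adjusted p = 0.0384 from limma with Benjamini-Hochberg adjustment), the largest of the 4 DEGs. It lay between 3.91 and 4.48 when each library was left out in turn, and its adjusted p rose above 0.05 in each of these fits except the one without LS_L_1. Sterol levels were not measured in these libraries.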

Lanosterol is an upstream precursor of sterol biosynthesis for all animal and fungal steroids (especially cholesterol) [47]. The *lss* gene encodes lanosterol synthase and a null mutation for *lss* decreased cholesterol levels in the Shumiya cataract rat [48]. 

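The gene lss (XM_008328991.1) lies on chromosome 16 of Cse_v1.0 from 16237433 to 16246038. It had 1319, 3433 and 2923 normalized reads in the LS_L libraries and 176, 187 and 109 in the HS_L libraries, a log2 fold change of 3.56 (standard error 0.38, adjusted p = 0.0581 from limma with Benjamini-Hochberg adjustment). It passed the threshold without LS_L_1, with scaling by library size alone, with at least 10 reads in every library, and with limma-voom over features with a mean of at least 10 normalized reads, a setting chosen after the data were seen.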

Increased *lss* expression in our case may indicate improved cholesterol levels in the liver. After the synthesis of lanosterol, the production of 14-demethylation of lanosterol catalyzed by CYP51 eventually yields cholesterol after a series of complicated reactions. In our study, *cyp51* was up-regulated during acclimation to low salinity conditions, indicating active cholesterol synthesis in *C. semilaevis*. In a previous study of constant salinity change, *lss* and *dhcr24* in the steroid biosynthesis pathway were found to be up-regulated in Nile tilapia (*O. niloticus*) [15], which is consistent with the data from our present study.

Cholesterol biosynthesis is crucial in the relationship between osmoregulation and steroid because the cholesterol induced by salinity fluctuation is related to the physical properties of cell membranes [15, 49]. An increasing trend was found for high-density lipoprotein cholesterol as salinity decreased in *Eriocheir sinensis* [50]. Genes *24-dehydrocholesterol reductase* (*dhcr24*) and *7-dehydrocholesterol reductase* (*dhcr7*) are the final enzymes required for cholesterol biosynthesis [51]. 

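The gene dhcr7 (XM_008309911.1) lies on chromosome 5 of Cse_v1.0 from 1633633 to 1639495. It had 1072 ± 454 (SD, n = 3) normalized reads in the LS_L group and 176 ± 108 (SD, n = 3) in the HS_L group, a log2 fold change of 2.51 (standard error 0.55, adjusted p = 0.416 from limma with Benjamini-Hochberg adjustment). With each library left out in turn the value stayed between 1.96 and 2.92, and it did not pass the threshold.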

A stronger evolutionary correlation was found between DHCR24 and Na^+^,K^+^-ATPase than between DHCR24 and any other membrane protein investigated, indicating that cholesterol evolved together with Na^+^,K^+^-ATPase in multicellular animals to support Na^+^,K^+^-ATPase activity [52]. Previous studies suggested that the cholesterol production induced by salinity might influence the physical properties of cell membranes [49]. Transcriptome profiling in *O. niloticuspivotal* showed the vital roles of sterol metabolism in response to salinity stress [15]. Hyposmotic stress may cause damage to cell membranes. Given that five up-regulated DEGs in our study contributed to cholesterol synthesis, we can infer that biosynthesis of cholesterol played an important role in the relationship between osmoregulation and steroid production in order to maintain osmotic homeostasis in a long-term low salinity environment. 

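The pathway was also tested as a list, written before the data were examined. Of its 30 features, from 21 genes, 13 reached the minimum RPKM, and all 13 were higher in the LS_L group. Their median log2 fold change was 2.76 (adjusted p = 7.22e-29 from camera in limma with a preset correlation of 0.01, Benjamini-Hochberg over 13 lists). Of the 13, 3 passed both thresholds over all features and 13 when adjusted over the list alone. The paper lists 14 members of the list in Table S2, including every member tested, so the study chose these on the same libraries and the test is not independent evidence. The call held under fry (adjusted p = 0.0279, limma, Benjamini-Hochberg) and not with a correlation estimated from the data (adjusted p = 0.265, same adjustment). With each library left out in turn the median stayed between 2.62 and 3.19. From the up-regulation of genes such as ebp, lss, dhcr7 and cyp51, the paper reasons that cholesterol synthesis took part in linking osmoregulation to steroid production and so in keeping osmotic homeostasis at low salinity. It proposes that cholesterol acts through the physical properties of cell membranes.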

Cholesterol function was more likely related to the physical properties of cell membranes. In addition, cholesterol is the precursor of cortisol, a hormone which responds to various stress conditions and can be widely used as a biomarker in aquaculture. Previous study has comfirmed that the levels of cortisol were elevated under stress to maintain the homeostasis in fish [53].

It has been reported that the propanoate metabolism pathway was activated in the gill of the pacific white shrimp *Litopenaeus vannamei* when responding to acute low salinity stress [54]. Butanoate metabolism was identified as a new pathway for long-term low salinity responses in our study. The *4-aminobutyrate aminotransferase* (*abat*) gene, also known as *GABA transaminase*, was down-regulated in the metabolic pathways and butanoate metabolism pathway. 

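The gene abat (XM_008330509.1) lies on chromosome 17 of Cse_v1.0 from 13669893 to 13677240. It had 51.5, 20.0 and 13.8 normalized reads in the LS_L libraries and 312, 351 and 206 in the HS_L libraries, a log2 fold change of -2.24 (standard error 0.28, adjusted p = 0.0717 from limma with Benjamini-Hochberg adjustment). The value stayed between -2.44 and -2.12 when each library was left out in turn, and passed the threshold only without LS_L_1.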

In the plant *Arabidopsis*, GABA transaminase (GABA-T), the first step of GABA catabolism, was identified as the most responsive to NaCl levels [55]. This is the first report of *abat* in teleosts, and further research is needed to reveal the underlying regulation mechanism.

### Osmoregulation and ion transport were involved in acclimation to long-term low salinity conditions

Osmoregulation is the active regulation of osmotic pressure by means of maintaining a balance of intracellular solute concentration when adapting to the surrounding conditions. Aquaporins (AQPs) represent a family of transmembrane channel proteins that allow osmotic-driven transport of water and small solutes across biological membranes and are found in all living organisms [56]. Our studies here showed that *aquaporin 10* (*aqp10*) was down-regulated in low salinity water*.* Aquaporin 10 is an aquaglyceroporin that is located in the membrane of the mammalian small intestine, where it is believed to participate in transport of both water and solutes [57]. 

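The gene aqp10 (XM_008323103.1) lies on chromosome 13 of Cse_v1.0 from 4362868 to 4366082. It had 18.3, 11.0 and 13.8 normalized reads in the LS_L libraries and 32.0, 49.1 and 138 in the HS_L libraries, a log2 fold change of -1.20 (standard error 0.39, adjusted p = 0.710 from limma with Benjamini-Hochberg adjustment). The groups did not overlap, but the adjusted p was far from the threshold, and the value moved from -1.49 to -0.75 with each library left out in turn, the smallest without HS_L_3. Of the other aquaporins tested, aqp1a.1 and aqp8a.1 had log2 fold changes of -0.75 and -0.13, and aqp7 and aqp12 of 0.27 and 0.78. The gene aqp9b had -0.13, which turned to 0.23 without LS_L_1 and to 0.12 without HS_L_2. As a list of 6 tested members, the aquaporins had a median of -0.13 (adjusted p = 0.175 from camera in limma with Benjamini-Hochberg adjustment), 0.23 without LS_L_1.

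**Figure D2:**
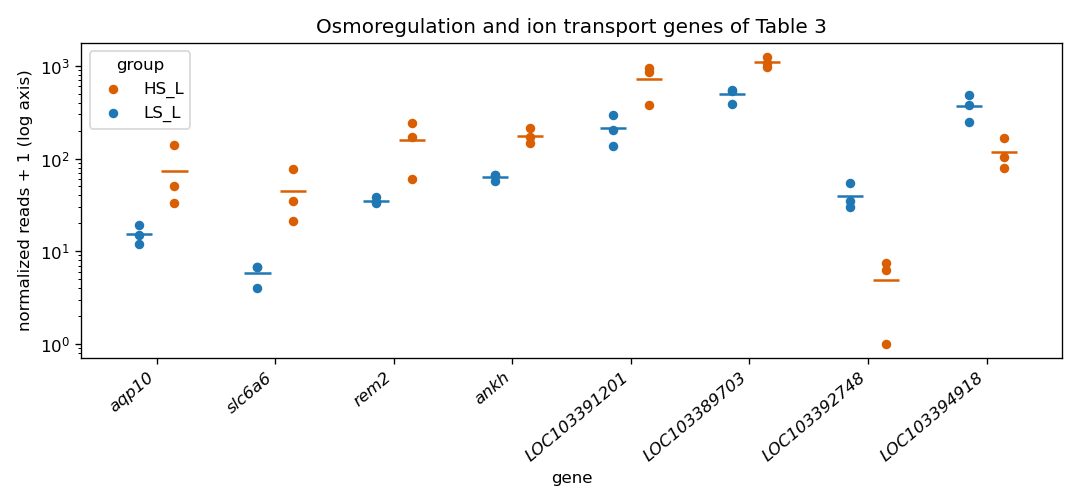
Normalized reads + 1 on a log axis for the 8 genes of Table 3 under osmoregulation and ion transport, as 1 point per library (3 LS_L and 3 HS_L) with a line at the mean of each group. The LS_L points lie under the HS_L points in 6 genes and above them in LOC103392748 and LOC103394918.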

Previous studies have demonstrated that other members of the AQP family play a role in osmoregulation. *AQP1* was often used as a reference gene because it was identified to change in teleosts after salinity challenge [58]. A decrease in AQP-3 can help prevent loss of glycerol from the cell [59]. The previous study also showed a decrease in AQP-8a and AQP-10b expression abundance in the intestine of *Pangasianodon hypophthalmus* when salinity levels increased [17]. Collecitvely, these provided a pivotal hint to clarify water transport activity in teleosts.

The transport of ions across the plasma membrane by transporters is essential to osmoregulation. During accumulation to different salinities, cells can depend on transporters and accumulate intracellular osmolytes, including taurine, betaine, sorbitol and myo-inositol, to balance any osmotic change [60, 61]. The sodium/chloride-dependent taurine transporter (SLC6A6; TauT) has specificity for taurine [62]. Functional analysis of *slc6a6* in pacific oyster *Crassostrea gigas* revealed that *slc6a6* required higher NaCl concentration [62]. 

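The counted transcript of slc6a6 (XM_008319443.1, chromosome 10 of Cse_v1.0, 20091839 to 20122689) overlaps 1 other feature on its strand, and it fell under the minimum RPKM. It had 5.81, 3.00 and 5.76 normalized reads in the LS_L libraries and 20.1, 75.7 and 33.9 in the HS_L libraries. The groups did not overlap, which chance gives in 10% of genes, but the study chose this gene on the same libraries. Reads shared with the overlapping feature were counted for neither, so the size of the difference is uncertain. In the main fit slc6a6 was not tested.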

In our study, half-smooth tongue sole *slc6a6* mRNA expression was down-regulated under hyposmotic stress. Taurine transporter mRNA has also been found to be highly expressed in the gill of seawater-acclimated Japanese eel (*Anguilla japonica*) [63]. It is speculated that the down-regulation of *slc6a6* in response to hyposmotic stress was induced by a substantial decrease in tissue taurine content following the decrease in internal osmolality.

### Signal transduction was indispensable during acclimation to salinity changes

The initial basis for euryhaline fish to adapt to salinity stress is the efficient mechanisms of osmosensing and osmotic stress signaling [64]. They are the upstream mechanisms that regulate effector protein expression and orchestrate adaptive responses [65]. Signal transduction is activated by ligand-receptor binding and then is propagated through several transducer proteins via phosphorylation or dephosphorylation events [65]. 

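For rem2, a small GTPase of the Ras family, the LS_L libraries had 33.2, 37.0 and 32.3 normalized reads and the HS_L libraries 169, 58.7 and 244. Its log2 fold change was -1.24 (standard error 0.37, adjusted p = 0.628 from limma with Benjamini-Hochberg adjustment). The counted transcript of dpf3, a zinc finger protein, overlaps 2 other features and fell under the minimum RPKM. It had 9.13, 7.00 and 6.92 normalized reads in the LS_L libraries and 32.0, 30.9 and 40.3 in the HS_L libraries. The groups did not overlap in either gene.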

In our results, several genes involved in signal transduction were found differentially expressed between the LS_L group and HS_L group, such as *abat*, *rem2*, *dpf3* and *npr1*. Natriuretic peptides play a central role in fish osmoregulation (especially in seawater). Natriuretic peptides inhibited salt loading, rather than stimulated salt loss in marine fish [66]. 

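The gene npr1 (XM_008330816.1) lies on chromosome 18 of Cse_v1.0 from 411420 to 431547 and encodes the natriuretic peptide receptor. It had 234 ± 12.9 (SD, n = 3) normalized reads in the LS_L group and 678 ± 52.6 (SD, n = 3) in the HS_L group, a spread within groups that was small beside the difference. Its log2 fold change was -1.31 (standard error 0.16, adjusted p = 0.0717 from limma with Benjamini-Hochberg adjustment), between -1.35 and -1.26 with each library left out in turn. It did not pass the threshold.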

The gene expression of its receptor NPR1 was found down-regulated in the present result, indicating the potential role of *npr1* in the signal transduction. These genes found in our study may have important functions in osmo-regulated signaling pathways, which can be used to regulate effector protein expression and orchestrate adaptive responses.

In the present study, we only analyzed coding RNA (mRNA), but not the non-coding RNAs (e.g., lncRNA or microRNA). Future research will be carried out to obtain a comprehensive understanding of the whole transcriptomic regulatory mechanism in salinity adaptation including lncRNA, microRNA and circRNA sequencing.

## Conclusion

The results of this study highlight the response of the liver transcriptome to long-term environmental salinity changes using next-generation sequencing technology. Data from this study indicate that the liver plays a critical role in the long-term salinity adaptation of aquatic animals. A list of candidate genes with differential expression patterns were identified in response to *C. semilaevis* salinity tolerance. These genes were enriched in diverse biological processes including metabolism, osmoregulation and ion transport, signal transduction, immune response and stress response, and cytoskeleton remodeling. Lipid metabolism and biosynthesis were the most remarkable affected genetic pathways during acclimation to low salinity. Some genes such as *abat*, *fdps*, *hmgcs1*, *mvk and pmvk* and *dhcr7* involved in these processes were first reported to be associated with salinity adaptation. This study not only offered a number of candidate genes for salinity adaptation in half-smooth tongue sole but will also facilitate research into extensive transcriptional plasticity to identify underlying physiological adaptations to different salinities for other euryhaline teleosts.

## Additional files

Additional file 1: **Table S1.** Primers used in qPCR validation.

Additional file 2: **Figure S1.** Pearson’s correlation coefficients among the LS_L group and HS_L group.

Additional file 3: **Table S2.** List of DEGs from *C. semilaevis* in response to long-term hypotonic stress.

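The table gives, for each listed feature, the authors' mean of size-factor normalized reads in each group, their log2 fold change, p and adjusted p. The means recomputed from the recovered reads differed from it by a median of 8.39e-05% in the group with the larger difference. The median size of its log2 fold changes was 1.75 by the paper's values. Over the 102 features tested with limma the median of the fitted log2 fold changes, by size, was 1.73. These medians cover different features and unlike measures, since the paper's log2 fold changes are not the ratios of its group means.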

Additional file 4: **Figure S2.** Heat map analysis of all DEGs in the liver from the LS_L group and HS_L group.

Additional file 5: **Table S3.** List of Gene Ontology (GO) enrichment terms in the liver of half-smooth tongue sole.

Additional file 6: **Figure S3.** Gene Ontology (GO) terms based on up-regulated DEGs of half-smooth tongue sole during acclimation to low salinity (* indicates significantly enriched GO terms).

## Abbreviations

*C. semilaevis*: *Cynoglossus semilaevis*
COX: Cytochrome c oxidase
DEGs: Differentially expressed genes
DMAPP: Dimethylallyl pyrophosphate
FPKM: Fragments per kilobase per million reads
FPP: Farnesyl pyrophosphate
GO: Gene Ontology
HSPs: Heat shock proteins
IPP: Isopentenyl pyrophosphate
KEGG: Kyoto Encyclopedia of Genes and Genomes
NKA: Na^+^/K^+^-ATPase
Ppt: Parts per thousand
RIN: RNA Integrity Number
VHA: Vacuolar-type H^+^-ATPase

How the deposited data were processed for this re-analysis (not part of the article)

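Liver RNA of half-smooth tongue sole kept for 60 days at 15 ppt (LS_L, 3 libraries) or 30 ppt (HS_L, 3 libraries) was sequenced, each library being a pool of 3 livers from 1 tank. The authors cleaned the reads, aligned them with TopHat, removed reads mapping to several places and counted the rest per feature with HTSeq in union mode. They deposited 3 kinds of file. The authors' RPKM table has 1 column per library for 34751 features. A deposited table of the features holds a signal per group, the mean over 3 libraries of reads divided by size factors, by the authors, and the feature lengths. The authors also deposited 1 file per library of transcript events (transcript starts, ends and splicing) with the FPKM of the assembled transcript that carries each event. The paper's text does not name the tool that made these event files. All 6 libraries were grouped by their labels, with the replicate number of the label taken as the tank number.

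The analysis design, written before the data were examined, assumed deposited counts, but the values are RPKM. Limma was run in place of a count test, and no count test was made on the recovered reads either. The design named TMM factors. Scaling by size factors took their place once the files had been seen, and before any fold change was, with TMM factors kept as an alternative. Whole reads were recovered from RPKM and length, and 99.7% of the values of each library came out whole. Size factors are medians of ratios. Reads were recovered only to set the size factors, to report normalized reads and to run limma-voom as an alternative. Between 16176689 and 19428741 reads per library were recovered. A group whose libraries are all at or under a floor of 3 reads is given a lower bound of its fold change in place of a fitted value. Coordinates are those of the deposited tables (Cse_v1.0). The main test was lmFit and eBayes with trend and robust settings on log2 of the scaled RPKM plus a pseudocount of 1, over features with a mean RPKM of at least 1, with no covariate. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1, the paper's thresholds. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The code was tested on simulated data for 9270 features with 200 changed by a log2 fold change of 2 at a dispersion of 0.100. It called 191 of these (95.5%), 0 with the wrong sign, and 8 unchanged features.

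Gene names came from the paper's tables for 134 features, from RefSeq accessions for 19927, and from positions overlapping by at least 0.500 of the length for 10706, while 3984 were not matched. Of 17678 features matched both ways, 99.9% had the same gene. The genes named in the text are every gene the paper names in its text, Table 2, Table 3 or Table S1, every member of the cholesterol synthesis, aquaporin and exocrine pancreas lists, and the 10 genes with the largest change in each direction past both thresholds with no overlap between groups and more than 3 reads on average in each group. Genes outside this rule (ebpl, miox and the other members of enriched terms, lect2.1, the egg envelope, muscle and oocyte genes, and the genes called under single settings) were chosen after their values were seen.

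The tank numbers come from the replicate numbers in the sample labels. After subtracting group means, the correlation of same-numbered libraries was 0.174, 0.166 and 0.231. The correlation of the other pairs was 0.163, 0.220 and 0.122 for LS_L_2 with HS_L_1, LS_L_3 with HS_L_2 and LS_L_1 with HS_L_3, and -0.455, -0.273 and -0.354 for the remaining pairs. All same-numbered values were over 0.1, so a fit with the number as a block was made as an alternative, although 3 of the crossed values were over 0.1 too. The paper does not say that same-numbered tanks of the groups shared anything, so this fit is no test of a tank effect.

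Gene lists were written before the data were examined for cholesterol synthesis, other sterol-responsive genes, fatty acid synthesis, fatty acid beta-oxidation, bile acid synthesis and cholesterol export, exocrine pancreas, skeletal muscle, egg yolk and egg envelope proteins, red blood cells, Na+/K+-ATPase, V-type H+-ATPase, cytochrome c oxidase, heat shock proteins, aquaporins and organic osmolytes, 15 in all. Lists of oocyte transcripts and of other muscle genes were added later. Features were matched to the lists written beforehand by gene name or by description. Descriptions were used only for features in Table S2, so any member matched by description alone had been picked by the study. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Other alternatives were TMM factors, library size only, no filter, at least 10 reads in every library, a pseudocount of 0.1, each library left out, the 20 features with most reads removed, the pancreas list removed, limma-voom, and other thresholds. The GO and KEGG enrichments and the qPCR were not analysed here. The per-library event files were used for genes without counted reads. The FPKM of a gene in a library was taken from the transcript starts or ends that overlap it on its strand, divided by the library's median ratio to the scaled RPKM.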

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

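Of the tests in this part, those on reads lost to overlapping transcripts, also over all genes, and on library size or composition and the count of splits for the cholesterol list were chosen after the results were seen. The test on the choice of genes was set beforehand, but its measure was moved from counted reads to the assembly FPKM, because no member outside Table S2 had enough counted reads. The positional definition of that FPKM was chosen after the sterol values under another definition had been seen.

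The per-library event files, which the paper does not report on, hold a signal for 3 cholesterol synthesis genes that have almost no counted reads. For sqlea the assembly FPKM was 43.3, 68.6 and 73.0 in the LS_L libraries and 2.87, 3.59 and 0.236 in the HS_L libraries, a 27.6-fold difference of means. For idi1 it was 22.3, 61.8 and 77.8 against 7.52, 6.07 and 3.78, 9.33-fold, and for fdft1 11.7, 21.2 and 25.6 against 6.58, 8.04 and 6.23, 2.80-fold. The groups did not overlap in these 3 genes, and chance gives no overlap in 10% of genes. A rank test of 3 libraries against 3 gives no p under 0.1, and no other test was made on these FPKM values. Few reads were counted for fdft1, and its transcripts went opposite ways: XM_008312924.1 had 0.830, 4.00 and 5.76 normalized reads in the LS_L libraries and 5.49, 18.1 and 10.6 in the HS_L libraries, and XM_008312925.1 had 1.66, 4.00 and 4.61 and 0, 0 and 1.06. Another gene without counted reads, lbr, was lower in LS_L (log2 fold change -0.33).

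The missing counts may come from overlapping transcripts. All 7 cholesterol genes outside Table S2 overlap another transcript on their strand and have almost no reads, while 13 of the 14 features in Table S2 overlap none. The transcripts that sqlea, idi1, fdft1, lbr and mvda overlap belong to the same gene, so reads on the parts shared by isoforms would be counted for neither. For sqlea, idi1 and fdft1 the assembly FPKM was at least 1 in every LS_L library, but this finding prompted the explanation and does not test it. The other 4 lack what it needs: lbr stayed under 0.4 in LS_L and mvda, nsdhl and tm7sf2 had no assembly FPKM, so for these it cannot be told apart from low expression. The loss was tested on the genes outside the sterol lists with an assembly FPKM of at least 1 in all 6 libraries. Of the 1103 whose transcripts overlap only each other, 81.6% had a mean of under 10 normalized reads, against 3.00% of the 2565 that overlap none, as the explanation needs. A similar share by feature had been seen before. Of all 4369 genes with an assembly FPKM of at least 1 in all 6 libraries, 1232 (28.2%) had a mean of under 10 normalized reads and 531 had none.

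Against the explanation that the cholesterol genes are high in LS_L only because the study picked them, the 4 genes outside Table S2 with an assembly FPKM in all libraries (sqlea, idi1, fdft1 and lbr) had a median log2 fold change of 2.09. The 12 Table S2 genes had 2.9 by the same measure and 2.74 by counted reads. By reference identifier, the definition tried first, the median over the same 4 genes was 0.75 with missing values taken as 0, and only idi1 and fdft1 were higher in LS_L. So the size of the median depends on how sqlea is taken. A difference in library size or composition would move all genes alike. With library size only, the median log2 fold change of all genes was 0.0250, against 2.75 for the cholesterol list, which argues against it. The test set beforehand, on other scalings, decides nothing, since these left the median of all genes between 0.0244 and 0.0306. The count of splits decides nothing about chance either. In 1 of the 10 splits of the 6 libraries, the real one, the median of the cholesterol list was as large as 2.76, the next being 1.75, and 10 splits cannot give a share under 0.1. The adjusted p of the list was 0.0279 with fry and 0.265 with limma's camera and an estimated correlation (both Benjamini-Hochberg, 4.86e-41 to 0.265 over the alternatives tested). Salinity, the difference that the design names, stays among the open explanations, as untested.

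The assembly values are estimates. Their correlation with counted RPKM across genes was between 0.895 and 0.926 per library. Under the definition tried first, by the reference identifier in the files, sqlea was listed in 2 HS_L libraries and in no LS_L library, which gave a log2 fold change of -0.33 with missing values taken as 0. That definition listed 81.7% to 83.2% of the genes with counted reads, against 96.3% to 97.2% by position. Its correlation with counted RPKM was between 0.904 and 0.937, higher in every library than by position. So the share of genes listed favours the positional definition, and the correlation does not. Over fdft1, idi1 and lbr alone, the genes it listed in all libraries, the median was 1.76.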

How the results depend on the processing

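The alternatives in this part were set before the data were examined, except limma-voom with a mean of at least 10 normalized reads, the list test over members not in Table S2 with that filter, and the alternatives for the assembly FPKM (as deposited, and by reference id without and with missing values taken as 0). No test in this part was chosen after the result was seen other than these. The edgeR fit of the design, both DESeq2 fits and filterByExpr were not run, as the deposited values are RPKM. Whole reads were recovered and used for limma-voom, so count fits on them were possible and were left out. The main size factors are medians of ratios, so RLE scaling was not a separate alternative.

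The number of DEGs was 4, and TMM factors, a pseudocount of 0.1, removing the 20 features with most reads, removing the pancreas list, limma-voom and the adjusted p alone each gave the same number, all 4 shared. Scaling by library size only gave 10 (9 higher and 1 lower in LS_L), all in Table S2. Without a filter on RPKM it was 1, higher in LS_L, over more features tested (21231). At least 10 reads in every library gave 7, all higher, and an adjusted p under 0.01 gave 1. limma-voom with a mean of at least 10 normalized reads gave 5. With the replicate block it was 0, with 785 features at an unadjusted p under 0.05. Across the fits that each left out 1 library the number ran from 0 to 17: 17 without LS_L_1 (14 higher and 3 lower, 3 of them not in Table S2), 2 without HS_L_2 (1 higher and 1 lower) and 0 without LS_L_2, LS_L_3, HS_L_1 or HS_L_3. There 378, 340, 702 and 586 features had an unadjusted p under 0.05. Number higher ran from 0 to 14, number lower from 0 to 3. The cause was not tested. The median log2 fold change of all genes was 0.0306, 0.0244 with TMM factors and 0.0250 with library size only.

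The number of Table S2 features called again moved in the same way, to 10 with library size only, 1 without a filter, 7 with at least 10 reads, 0 with the replicate block, 1 at an adjusted p under 0.01, and from 0 to 14 without single libraries. Adjusted over the list alone, their number stayed within 1.5 times of 95 under every alternative. Of the qPCR genes, pmvk was called, and 0 without a filter, with the replicate block and at an adjusted p under 0.01. Leaving out single libraries gave from 0 to 1 (1 without LS_L_1). Adjusted over the list alone, the 5 called became 8 with a pseudocount of 0.1, with the adjusted p alone and with limma-voom at a mean of at least 10 normalized reads, 3 at an adjusted p under 0.01, and from 3 (without LS_L_2, LS_L_3 or HS_L_3) to 9 (without LS_L_1), with 8 without HS_L_2. Of the named genes 4 were called, 8 with library size only, 1 without a filter, 0 with the replicate block, 1 at an adjusted p under 0.01, and from 0 to 10 without single libraries (10 without LS_L_1, 1 without HS_L_2). Which genes these are is given with the genes. The cause was not tested.

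The log2 fold change of g0s2 reversed to -0.034 without HS_L_3 (up to 2.48 without HS_L_2), and that of aqp9b to 0.23 without LS_L_1 and 0.12 without HS_L_2 (down to -0.40 without LS_L_3). No other named gene reversed under any setting. Of the medians of gene lists, aquaporins reversed to 0.23, organic osmolytes to 0.20 and bile acid synthesis and cholesterol export to 0.18 without LS_L_1, and the last also to 0.02 without HS_L_1 and 0.09 without HS_L_3. The lowest medians without single libraries were -0.26 for aquaporins (HS_L_1), -0.58 for organic osmolytes and -0.14 for the bile acid list (both LS_L_3). For sqlea, the assembly FPKM by reference id gave -0.33.

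Of the 13 gene lists tested with camera, 3 were called: cholesterol synthesis, exocrine pancreas and cytochrome c oxidase. The number became 6 with library size only, 7 without a filter, 6 with the replicate block, 6 with limma-voom, 5 with limma-voom at a mean of at least 10 normalized reads, and 6 over members not in Table S2 with that filter. It was 0 with a correlation estimated from the data (1 had an unadjusted p under 0.05) and 1 with fry, and from 2 (without LS_L_3) to 7 (without LS_L_1) without single libraries, 5 without LS_L_2 or HS_L_3. Under the replicate block the lists added were skeletal muscle (-1.02, adjusted p = 0.00280, 1.69e-04 to 0.845 over its alternatives), V-type H+-ATPase (0.26, adjusted p = 0.0358, 0.0329 to 0.518) and fatty acid beta-oxidation (0.20, adjusted p = 0.0486, 0.00102 to 0.903), from limma's camera with Benjamini-Hochberg adjustment. Besides these lists and the DEGs, the replicate block changed no other call.

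The median of the cholesterol list stayed at 2.76 with an estimated correlation, where the adjusted p was 0.265 (4.86e-41 to 0.265 over the alternatives tested). The list passed under every other alternative in which it was tested. It was not tested over members not in Table S2, with either filter, so these settings say nothing about the choice of genes. The pancreas list, at -2.09, was not called with an estimated correlation (adjusted p = 0.380) or with fry (0.280, both Benjamini-Hochberg; 2.38e-18 to 0.380 over all alternatives). The median ran from -2.79 without HS_L_3 to -1.32 without HS_L_2. Cytochrome c oxidase, at 0.39, was not called with an estimated correlation or fry, or with the 20 features with most reads removed (0.31, adjusted p = 0.0627, 0.00264 to 0.607 over its alternatives, limma with Benjamini-Hochberg adjustment). Leaving out single libraries moved its median from 0.26 to 0.46, and it was not called without LS_L_3 (0.28), HS_L_1 (0.31) or HS_L_2 (0.26). The cause was not tested.

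The lowest correlation between replicates, 0.961, moved to 0.756 on untransformed RPKM, 0.916 as Spearman's rho and 0.925 over features with RPKM of at least 1 in every library. The highest between groups moved to 0.931 and 0.965 in the latter pair of settings. The median log2 fold change of the assembly FPKM, 2.09, ran from 1.81 to 2.52 without single libraries and was 2.09 with the FPKM as deposited. By reference id it was 1.76 over the 3 genes listed in all libraries, without sqlea, and 0.75 over the same 4 genes with missing values taken as 0. The genes slc6a6, dpf3 and ddc fell under the RPKM filter in the main fit and were not tested there. Without a filter on RPKM they were tested.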

Differences from the paper's values

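The test in this part that was chosen after the result was seen is limma-voom at a mean of at least 10 normalized reads. The other alternatives were set before the data were examined.

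The paper reports 128 DEGs, 43 higher and 85 lower in LS_L. Here limma called 4, 4 higher and 0 lower, with 609 features at an unadjusted p under 0.05. None of the alternatives closed the gap, the largest number being 17 without LS_L_1. The paper used DESeq2 on counts, a fit that was not made here. Several settings called genes of Table S2 that the main setting does not. Library size only called lss, cyp51, hmgcs1, aacs, LOC103394897 and ankrd34c. At least 10 reads in every library called lss, ebpl and LOC103394897. Leaving out LS_L_1 called lss, cyp51, hmgcs1, acat2, abat, aacs, fabp2, LOC103394897, LOC103395380 and LOC103399175, and leaving out HS_L_2 called LOC103399015. limma-voom at a mean of at least 10 normalized reads, chosen after seeing the values, called lss. Over the list alone, 95 of the features were called.

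The paper's Table 1 gives 44.39, 45.06 and 47.01 (in units of 1e6) uniquely mapped reads for LS_L_1, LS_L_2 and LS_L_3 and 41.99, 47.01 and 45.63 for HS_L_1, HS_L_2 and HS_L_3. The reads recovered from the RPKM values were 17.3, 18.4, 19.4 and 16.2, 19.1, 18.2 in the same unit and order. No alternative bears on this. Mapped reads and reads counted on features are not the same quantity, since unmatched, shared and paired reads are counted differently, and the cause was not tested.

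For the RNA-seq values of Fig. 5, read by eye, the log2 fold changes differed by more than the SD between libraries for 5 of the 11 genes. A gap is called closed where the difference fell within that SD, which a small move of the value can bring about. Every value of these genes that closed a gap still lay under the paper's. The paper shows about 2.1 for slc40a1 in Fig. 5, read by eye, against 0.75 here, and no alternative closed the gap. The paper shows about 1.3 for LOC103381466 in Fig. 5, read by eye, against 0.89 here, and the gap closed at 1.07 with limma-voom and 1.07 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. The paper shows about 1.3 for itpka in Fig. 5, read by eye, against 0.97 here, and the gap closed at 1.02 with a pseudocount of 0.1, 1.14 with LS_L_1 left out, 1.03 with HS_L_1 left out, 1.08 with HS_L_2 left out, 0.99 with the 20 features with most reads removed, 1.04 with limma-voom and 1.04 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. The paper shows about 1.5 for anxa3 in Fig. 5, read by eye, against 1.00 here, and the gap closed at 1.29 with LS_L_1 left out and 1.13 with HS_L_2 left out. The paper shows about 1.4 for sar1b in Fig. 5, read by eye, against 0.71 here, and the gap closed at 1.05 with LS_L_1 left out and 1.07 with HS_L_2 left out.

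Of the 51 Table S2 genes compared, 51 had the paper's sign and 7 differed in their log2 fold change by more than the SD between libraries. 34 were larger in absolute size here. The paper's log2 fold changes are smaller than its own group means give. For LOC103389284 the group means of normalized reads differ 10.3-fold, while the paper's log2 fold change is -1.69. For ebp they differ 24.1-fold, against 3.73. The fitted values here are differences of mean log2(RPKM + 1), so they and the paper's are unlike measures, and gaps between them are not errors in themselves. For LOC103395241 the paper's log2 fold change is -2.94 against -1.68 here, and every alternative stayed apart from the paper's value by more than the SD. All LS_L libraries of this gene were at the floor, so the fitted value is set by the pseudocount and is no measure of the change. The reads put it at least 13.8-fold lower in LS_L, and the value was -4.19 with a pseudocount of 0.1 and -5.58 with limma-voom, both beyond the paper's. For npr1 the paper's log2 fold change is -1.44 against -1.31 here, and the gap closed at -1.51 with a pseudocount of 0.1 and -1.40 with the 20 features with most reads removed. By the larger SD of their own fits alone, the difference was within the SD at -1.32 with library size only, -1.53 with limma-voom and -1.53 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. For ankh the paper's log2 fold change is -1.33 against -1.02 here, and the gap closed at -1.42 with a pseudocount of 0.1, -1.48 with limma-voom and -1.48 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. By the larger SD of their own fits alone, the difference was within the SD at -1.03 with library size only and -1.18 with the 20 features with most reads removed. For LOC103390650 the paper's log2 fold change is -2.03 against -1.24 here, and the gap closed at -1.64 with the 20 features with most reads removed. By the larger SD of their own fits alone, the difference was within the SD at -2.74 with a pseudocount of 0.1, -3.25 with limma-voom and -3.28 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. For LOC103398008 the paper's log2 fold change is -1.35 against -1.01 here, and the gap closed at -1.47 with a pseudocount of 0.1. By the larger SD of their own fits alone, the difference was within the SD at -1.55 with limma-voom and -1.55 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. For ptf1a the paper's log2 fold change is -1.71 against -1.24 here, and the gap closed at -2.10 with a pseudocount of 0.1, -1.34 with LS_L_3 left out and -1.53 with the 20 features with most reads removed. By the larger SD of their own fits alone, the difference was within the SD at -1.27 with library size only, -1.24 with the replicate block, -2.29 with limma-voom and -2.30 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values. For fam163b the paper's log2 fold change is -1.54 against -1.19 here, and the gap closed at -1.35 with LS_L_3 left out, -1.40 with HS_L_3 left out and -1.43 with the 20 features with most reads removed. By the larger SD of their own fits alone, the difference was within the SD at -1.22 with library size only, -1.86 with a pseudocount of 0.1, -1.19 with the replicate block, -1.99 with limma-voom and -2.0 with limma-voom at a mean of at least 10 normalized reads, a setting chosen after seeing the values.

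In its text the paper gives more down-regulated than up-regulated genes in the metabolic pathways. In the deposited values 17 of the 32 genes were higher in LS_L and 15 lower, the same split as the arrows of the paper's own Table 2. The paper calls all 11 genes chosen for qPCR DEGs. Of these, pmvk and ctsk are in its Table S2, and limma called 1 of them. The paper gives a correlation coefficient between RNA-seq and qPCR in its text, while Fig. 5 shows the same number as R squared.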

Other observations

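The tests in this part that were chosen after the result was seen are the number of splits for gene lists and the probability for the muscle genes. The list of other muscle genes was written after the first list had been seen to differ between libraries. The oocyte list was written after egg envelope genes and the oocyte genes gdf9, zar1, btg4, nanog, pou5f3 and h1m had been seen to differ between libraries. It leaves those out and holds genes that had not been looked at.

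The exocrine pancreas list was written before the data were examined, but features could be matched to it by description only if they are in Table S2. Its membership may thus rest in part on the study's choice. The 13 features of the list fell together in LS_L. All 12 tested were lower, with a median log2 fold change of -2.09 (adjusted p = 2.95e-10 from limma's camera with Benjamini-Hochberg adjustment). Their geometric mean was 55.3, 147 and 163 normalized reads in LS_L and 669.6, 1770.4 and 167 in HS_L. The gene prss1 reached 8159.6, 37237 and 491 normalized reads in HS_L, and cpa5 3471, 21213 and 809. Of the list, 6 features are in Table S2. The paper does not report on this set. Different amounts of pancreatic tissue in the pooled livers may be a source. The 7 tested members outside Table S2, which the study did not pick, had a median of -2.64 (adjusted p = 2.73e-05 from limma's camera with Benjamini-Hochberg adjustment). The 5 inside it had -1.79. The parts ranked the 6 libraries alike (Spearman's rho 0.829), and both results are as the explanation needs. The median was -1.32 without HS_L_2 and -2.79 without HS_L_3. In 3 of the 10 splits of the libraries it was as large, up to 2.50, so the grouping cannot be told apart from chance, since 10 splits give no share under 0.1. A change of pancreatic expression with salinity was not tested. Removing the list left the number of DEGs at 4.

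Egg envelope genes varied between libraries within both groups. The geometric mean of 5 features (zp3f.1, zpd, zp3c, zp3f.2 and zpcx) was 4.07, 813 and 13.7 normalized reads in LS_L_1, LS_L_2 and LS_L_3 and 858, 283 and 23.7 in HS_L_1, HS_L_2 and HS_L_3. Ovarian tissue carried into the pooled livers may be a source. Of 49 features on an oocyte list, 3 had at least 60 normalized reads in total (mos, zar1l and ddx4), and 100% of them ranked the libraries like the egg envelope genes (Spearman's rho of at least 0.8), against 3.84% of 11803 features with reads. Of this oocyte list, 3 genes are a small number, and liver can express some egg envelope proteins. Liver makes vitellogenin in egg-laying females. The only vitellogenin feature matched here, vtg3, was near the floor, reaching 7.32 normalized reads. Any other vitellogenin gene was not looked at, so this says little about vitellogenin as a whole. No biological explanation for the difference between libraries was tested.

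Skeletal muscle genes varied likewise. The geometric mean of 9 features was 76.9, 3.63 and 3.12 normalized reads in the LS_L libraries and 129.8, 88.3 and 11.9 in the HS_L libraries. Among the most abundant, ckma had 359 normalized reads in LS_L_1 and 711 in HS_L_2. Skeletal muscle carried into the pooled livers may be a source. That 6 of these features ranked the libraries like the others (rho of at least 0.8) restates the pattern. On a list of other muscle genes, whose values had not been looked at, 11 features had reads, and 1 of them (9.09%) ranked the libraries like the first list, against 3.49% of all features with reads. This passes the limit set beforehand, 2 times the share of all features, but chance gives as many with a probability of 0.324, so the source stays open. As libraries with more reads of these genes occur in both groups (LS_L_1, HS_L_1 and HS_L_2), this variation adds spread within groups. No biological explanation for it was tested.

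On untransformed RPKM the lowest correlation within HS_L was 0.756. The feature with the largest RPKM, lect2.1, took 15.5%, 14.0% and 13.1% of the reads in the LS_L libraries and 9.52%, 2.54% and 10.3% in the HS_L libraries. That lect2.1 alone keeps the correlation low was a candidate explanation. Without it the lowest correlation within HS_L was 0.823, still under the 0.88 the paper gives, so the feature alone does not explain it. The explanation was first worded for a few genes with most of the counts and was narrowed to this feature after the run, while the test and its limit stayed as written before.

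Of the 4 DEGs, as many or more were found in 2 of the 10 splits of the 6 libraries into 3 and 3, the other one (LS_L_1, LS_L_3 and HS_L_3 against the rest) giving 61. Of the 4 splits that part all 3 numbered pairs, 1, the real one, gave as many, the others giving 0. At an unadjusted p under 0.05, 3 of the 10 splits gave as many features. The design cannot give a share under 0.1, so the number of DEGs cannot be told apart from chance by this count.

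Among the other lists, cytochrome c oxidase genes had a median log2 fold change of 0.39 (adjusted p = 0.0318) from limma's camera with Benjamini-Hochberg adjustment, with 10 of 11 members higher in LS_L, and 2 of the 10 splits gave as large a median, up to 0.46. Of the lists not called, the medians were 0.26 (adjusted p = 0.0631) for V-type H+-ATPase, -1.02 (adjusted p = 0.0631) for skeletal muscle, 0.98 (adjusted p = 0.115) for other sterol-responsive genes and -1.12 (adjusted p = 0.133) for egg yolk and egg envelope proteins. They were 0.20 (adjusted p = 0.138) for fatty acid beta-oxidation, 0.39 (adjusted p = 0.144) for heat shock proteins, 0.54 (adjusted p = 0.387) for fatty acid synthesis, -0.00460 (adjusted p = 0.731) for bile acid synthesis and cholesterol export and -0.33 (adjusted p = 0.812) for organic osmolytes. Of the Na+/K+-ATPase and the red blood cell lists, 2 and 2 members were tested, too few for a list test. Leaving out single libraries, the medians ran from 0.18 (without HS_L_2) to 0.31 (without HS_L_1) for V-type H+-ATPase, from -1.71 (without LS_L_1) to -0.55 (without HS_L_1) for skeletal muscle, from 0.68 (without HS_L_1) to 1.29 (without LS_L_1) for other sterol-responsive genes and from -2.72 (without LS_L_2) to -0.18 (without HS_L_1) for egg yolk and egg envelope proteins. They ran from 0.02 (without LS_L_3) to 0.44 (without LS_L_1) for fatty acid beta-oxidation, from 0.31 (without LS_L_2) to 0.42 (without HS_L_3) for heat shock proteins, from 0.27 (without HS_L_1) to 0.97 (without LS_L_1) for fatty acid synthesis, from -0.14 (without LS_L_3) to 0.18 (without LS_L_1) for bile acid synthesis and cholesterol export and from -0.58 (without LS_L_3) to 0.20 (without LS_L_1) for organic osmolytes. Some of these lists were called without 1 library: V-type H+-ATPase without LS_L_2 (adjusted p = 0.0377) and without HS_L_1 (adjusted p = 0.0382), 0.0329 to 0.518 over its alternatives; skeletal muscle without LS_L_1 (adjusted p = 4.19e-04) and without HS_L_3 (adjusted p = 1.69e-04), 1.69e-04 to 0.845 over its alternatives; other sterol-responsive genes without LS_L_1 (adjusted p = 0.0432) and without HS_L_2 (adjusted p = 0.0373), 0.0314 to 0.524 over its alternatives; egg yolk and egg envelope proteins without LS_L_2 (adjusted p = 1.69e-05) and without HS_L_3 (adjusted p = 0.00495), 1.69e-05 to 0.869 over its alternatives; fatty acid beta-oxidation without LS_L_1 (adjusted p = 0.00102), 0.00102 to 0.903 over its alternatives; fatty acid synthesis without LS_L_1 (adjusted p = 0.0485), 0.0402 to 0.910 over its alternatives. Over members not in Table S2, heat shock proteins were called, with a median of 0.41 (adjusted p = 0.0269, 0.0269 to 0.639 over its alternatives). The cause was not tested.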
